# The gut microbiome modulates the transformation of microglial subtypes

**DOI:** 10.1038/s41380-023-02017-y

**Published:** 2023-03-13

**Authors:** Yu Huang, Jing Wu, Hanping Zhang, Yifan Li, Lu Wen, Xunmin Tan, Ke Cheng, Yiyun Liu, Juncai Pu, Lanxiang Liu, Haiyang Wang, Wenxia Li, Seth W. Perry, Ma-Li Wong, Julio Licinio, Peng Zheng, Peng Xie

**Keywords:** Molecular biology, Cell biology

## Abstract

Clinical and animal studies have shown that gut microbiome disturbances can affect neural function and behaviors via the microbiota–gut–brain axis, and may be implicated in the pathogenesis of several brain diseases. However, exactly how the gut microbiome modulates nervous system activity remains obscure. Here, using a single-cell nucleus sequencing approach, we sought to characterize the cell type–specific transcriptomic changes in the prefrontal cortex and hippocampus derived from germ-free (GF), specific pathogen free, and colonized-GF mice. We found that the absence of gut microbiota resulted in cell-specific transcriptomic changes. Furthermore, microglia transcriptomes were preferentially influenced, which could be effectively reversed by microbial colonization. Significantly, the gut microbiome modulated the mutual transformation of microglial subpopulations in the two regions. Cross-species analysis showed that the transcriptome changes of these microglial subpopulations were mainly associated with Alzheimer’s disease (AD) and major depressive disorder (MDD), which were further supported by animal behavioral tests. Our findings demonstrate that gut microbiota mainly modulate the mutual transformation of microglial subtypes, which may lead to new insights into the pathogenesis of AD and MDD.

## Introduction

Substantial basic research has demonstrated that the gut microbiome can modulate neurochemistry and various behaviors through the microbiota–gut–brain (MGB) axis [1–3]. Clinical studies have found that major neuropsychiatric diseases such as Alzheimer’s disease (AD) [4], Parkinson’s disease [5], autism [6], and major depressive disorder (MDD) [7, 8] were accompanied by disturbances of the gut microbiome. Significantly, investigations further showed that certain microbial species were associated with the pathogenesis of representative neuropsychiatric diseases [9–13]. However, exactly how gut microbiota modulate molecular changes in the brain remains largely unknown. Uncovering this information is critical to understanding whether the gut microbiome might contribute directly to the pathology or treatment of brain diseases.

Germ-free (GF) mice, which are entirely devoid of gut microbiota, are an important model for studying the roles of the gut microbiome and the MGB axis [6, 10, 14–16]. Previously, several studies showed that gut microbiome absence altered hippocampus, prefrontal lobe, and amygdala transcriptomes, which were related to anxiety, depression, and cognitive impairment [17–20]. However, given the heterogeneity of neural cell types and their roles, bulk-tissue-level investigations may mask the complexity of changes across cells, and cannot interrogate the complex interplay between different cells [21]. In addition, previous studies highlighted that specific neural cell subpopulations were preferentially linked with the pathogenesis of neuropsychiatric diseases [22–25]. For example, Keren-Shaul et al. identified the disease-associated microglia (DAM) subtype, which was linked with AD [22]. Single-cell nucleus sequencing (snRNA-seq) approaches enable the characterization of cell type–specific transcriptome changes for tens of thousands of individual cells [26, 27]. The snRNA-seq studies have identified new potential pathophysiological mechanisms and intervention targets for neuropsychiatric diseases [28, 29], which highlight new avenues of investigation for how the gut microbiome affects the brain through the MGB axis.

To gain insight into cell type–specific transcriptomic changes, we performed unbiased snRNA-seq of the prefrontal lobe cortex (PFC) and hippocampus (Hip) derived from GF, specific pathogen free (SPF), and colonized-GF (CGF) mice. CGF mice were generated by co-housing juvenile (4-week-old) GF and SPF mice in flexible film gnotobiotic isolators for four weeks. We chose to investigate the PFC and Hip brain regions because: (i) the PFC and Hip are known principal targets of gut microbiome action on the brain via the MGB axis [15, 29, 30], and (ii) the PFC and Hip are closely linked with the development of neuropsychiatric disorders [31–33]. We found that the transcriptomes of microglia and their subpopulations were substantially modulated by the gut microbiome, which may have implications for the pathogenesis and treatment of AD and MDD.

## Method

### Ethics statement

The Ethical Committee of Chongqing Medical University (Chongqing, China; 2017013) reviewed the animal protocols and experiments. Kun Ming mice were used in all experiments. GF mice were obtained by sterile treatment on SPF mice in the NHC Key Laboratory of Diagnosis and Treatment on Brain Functional Diseases. The sterilization verification on GF mice was tested by sterile experiment on feces and skin, in accordance with Chinese Laboratory Animal-Microbiological Standards and Monitoring (GB 14922.2-2011). We followed the “Reduce, Reuse, Recycle” waste hierarchy, using the minimum sample size of 3 samples/group (*n* = 3/GF, *n* = 3/SPF, *n* = 3/CGF). This sample size is also commonly used in the single-cell analysis of murine brain tissues in previous studies [22, 28, 29, 34–37].

### Co-housing method

SPF mice were raised in different situations with GF and CGF. GF mice were labeled in 4 weeks after birth with an ear tag, then randomly allocated to GF or CGF by random number table. CGF mice were 4-week-old GF mice reared with SPF mice for 4 weeks in one GF isolator (4 CGF with 1 SPF/cage), see Supplementary Fig. 1a. GF and CGF mice were kept in flexible film gnotobiotic isolators until experiment and behavioral tests. All mice were housed on a 12-h light/dark cycle and had food and water ad libitum, with controlled temperature (22–24 °C) and (50–60%) humidity conditions. All mice were harvested at 8 weeks old.

### Extraction of single-cell nuclei

The PFC and Hip were dissected, snap frozen in liquid nitrogen, then homogenized in 250 mM Sucrose, 10 mM Tris-HCl, 3 mM MgAc2, 0.1% Triton X-100 (Sigma-Aldrich, USA), 0.1 mM EDTA, 0.2U/μl RNase Inhibitor (Takara, Japan) (Fig. 1a), as previously described [38]. Nuclei were purified by sucrose gradient, and used at about 1000 nuclei/μl for snRNA-Seq.

**Fig. 1:**
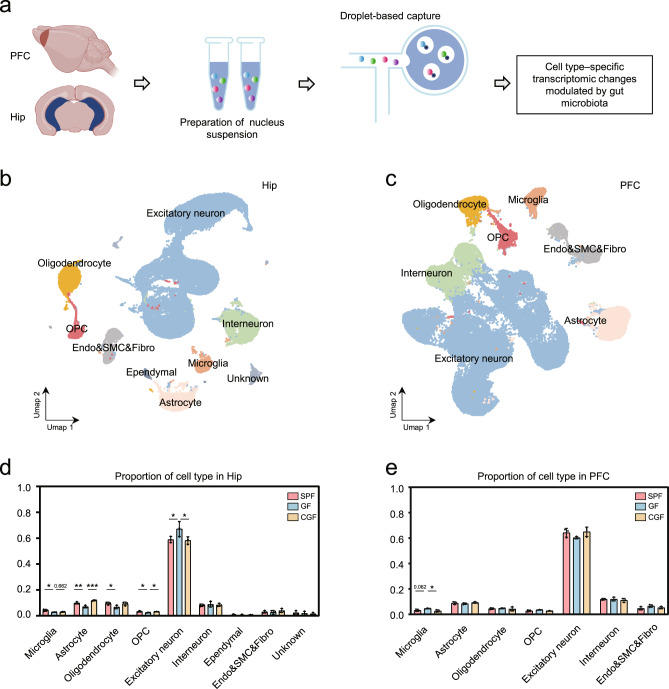
Gut microbiota absence changed microglial proportion in the Hip and PFC. **a** Schematic graph shows the workflow of acquiring hippocampus (Hip) and prefrontal lobe cortex (PFC) samples, nuclei isolation and droplet-based capture (10X Genomics) to produce cell type–specific transcriptomic signatures. **b**, **c** UMAP graph-based clustering and visualization of all captured nuclei for the Hip (**b**) and PFC (**c**). CNS resident cell types included excitatory neuron, interneuron, microglia, astrocyte, oligodendrocyte, OPC, ependymal cell, endothelial cell, smooth muscular cell, and fibroblast (Endo&SMC&Fibro). **d** In the Hip, GF mice had significantly decreased microglial proportion than SPF mice, and microbial colonization failed to rescue this change. The downregulated hippocampal astrocyte and OPC proportion in GF group relative to the SPF group were reversed by microbial colonization in the CGF group (SPF, *n* = 3; GF, *n* = 3; CGF, *n* = 3; data are mean ± SEM; GF vs. SPF, microglia, *P = 0.013, Excitatory neuron, *P = 0.0444, astrocyte, **P = 0.005, oligodendrocyte, *P = 0.0394, OPC, *P = 0.015; GF vs. CGF, microglia, *P* = 0.662, astrocyte, ***P = 0.0003, Excitatory neuron, *P = 0.0342, OPC, *P = 0.034; *P* values are from ANOVA post hoc analysis-LSD test). **e** In the PFC, there was an increased trend of proportion of microglia in GF group relative to SPF groups, which could be reversed by microbial colonization (SPF, *n* = 3; GF, *n* = 3; CGF, *n* = 3; data are mean ± SEM; GF vs. CGF, microglia, *P = 0.021; *P* values are from ANOVA post hoc analysis-LSD test).

### 10x library construction

The 10X Genomics Chromium Controller Instrument and Chromium Single Cell 3’V3.1 Reagent Kits (10X Genomics, Pleasanton, USA) were used to establish the 10x library. Nuclear suspensions (1000 nuclei/μl) were added to each channel to generate single-cell gel bead-in-emulsions (GEMs). This procedure breaks up GEMs, and purifies and amplifies barcoded-cDNA, after reverse transcription. The cDNA was then cut to make it fragmented, the A-end was loaded at the tail, the adapters joined, then index PCR amplification was performed. The final library was quantified using High Sensitivity DNA chip on a Bioanalyzer 2200 (Agilent, USA), and sequenced using a Novaseq 6000 (Illumina, USA) on a 150 bp paired-end run.

### Single-cell nucleus RNA statistical analysis

After applying the default filtering parameters (to exclude the adapted sequences and low-quality sequences) by using Fastp (v0.18.0), clean and high-quality sequence data were obtained. CellRanger v3.1.0 was used to get feature-barcode matrices through match reads to the mouse genome (mm10_Ensembl_Ensembl92). The aggregated matrix was obtained by downsample analysis of mapped barcoded reads per cell of each sample. Cells expressing fewer than 200 genes and cells with a mitochondrial UMI (Unique molecular identifiers) rate higher than 10% were excluded. Based on the above expression matrix, the Seurat package (version: 3.1.4) achieved the scaled data after cell normalization and regression [39, 40]. According to the scaled data, the top 2000 high-variable genes and top 10 principals were used to construct a principal component analysis (PCA) for uniform manifold approximation and projection for dimension reduction (UMAP). The unsupervised cell cluster was obtained based on the above PCA analysis and graph-based cluster method, and marker genes were calculated by FindAllMarkers (Wilcoxon) with default criteria, in line with single-cell approaches. Simultaneously, we used re-UMAP analysis, graph-based clustering, and marker analysis in the same cell type to find new cell subtypes.

### Differentially expressed genes burden analysis on downsampling data

Firstly, we identified differentially expressed genes (DEGs) among samples, and the function FindMarkers (Wilcoxon) was used under default criteria.

Next, we used a weighting algorithm that balanced the difference in the number of DEGs caused by unequal cell counts to explore preferentially influenced cell types in GF mice, as previously described [41]. We then calculated the number of DEGs by randomly sampling 1992 cells ten times (Student’s *t*-test, two-tailed).

### Gene ontology and canonical pathway analyses

Gene ontology analysis and canonical pathways analysis were conducted by GO (geneontology.org) and Ingenuity Pathway Analysis software (Qiagen, Shanghai, China), cutoff as |–logFDR| > 1.31 and |–log*P*| > 1.31.

### Pseudotime analysis

After selecting marker genes by the Seurat clustering result, Monocle2 was used to analyze Single-Cell Trajectories using DDR-tree with default parameters [42]. Finally, branch expression analysis modeling (BEAM analysis) was applied for branch fate-determined gene analysis.

### QuSAGE analysis (gene enrichment analysis)

A customized 41-signature gene set including immune-, cytokine-, and neurobiology-related terms was collected from the CellphoneDB database [43, 44], the neurotransmitters receptor gene of Genebank (https://www.ncbi.nlm.nih.gov/genbank/), and the immune scoring gene set as previously described [45]. QuSAGE analysis was used to quantify the relative activation of a given gene set, using QuSAGE (version 2.16.1). Full probability density function was used to show gene set differential expression levels, and significant enrichment pathway (*P* value < 0.05) analysis was used to visualize data.

### Cell communication analysis

The CellPhoneDB database [44] (cellphonedb V1.10 R package) analyzed cell-to-cell molecular communications in the Hip and PFC. Membrane, secreted, and peripheral proteins of the cluster of different time points were annotated. The mean counts of cell communication and its significance (*P* value < 0.05) were calculated based on the interactions.

### Behavioral tests

Prior to all behavioral tests, the experimental 8-week-old GF and CGF were removed from the sterile chamber and placed in a quiet test room for at least 1 h before test initiation, as previously described [7]. Tests were conducted during 9:00 am to 17:00 pm, under the same conditions as the typical breeding environment. All tests were video recorded and Noldus and ANY-maze software were used for data analyses. Behavioral videos were recorded and analyzed by an observer blinded to the experimental groups. Mice were tested in the open field test (OFT), forced swim test (FST) and Y-maze test.

OFT [46]: mice were individually placed in an uncovered cube of 45 cm length × 45 cm width and 45 cm height, with a black background. The mouse was placed in a corner of the box. After 5 min of adaptation, 5-min video was collected for analysis. The total distance traveled was used to evaluate the mouse’s locomotor activity.

FST [47]: cylinder tanks of 30 cm height and 15 cm diameter, containing 15 cm of water level at 24 °C were used. Mice were placed vertically, wetting all the hair, then the video was collected for 6 min. Duration of immobility during the middle 5 min of the total 6 min was used to evaluate the behavior of despair.

Y-maze test [48]: The Y-maze test instrument was composed of three open arms each 45 cm long, 10 cm wide and 29 cm height in a black background. Each mouse was placed in the same starting arm at the beginning of the experiment. The free exploration trajectory of the mouse was recorded for 8 min, and the order and times of entering the three open arms were used to calculate the spontaneous alternation rate (%) using the following equation = (the number of triads in turn) / (the total number of arm entries – 2) × 100%.

### Statistical methods and reproducibility

One-way ANOVA measured the proportion of cell types and numeric data of behavioral tests. Significance between the two groups was calculated by post hoc analysis with the least significant difference test (LSD) or Tamhane T2 test (when it was uneven variance). Detailed information on statistical procedure including variance and mean square is listed in Supplementary Table S5.

## Results

### Single-cell nucleus RNA-seq profiling of Hip and PFC

A schematic of nuclei isolation and the snRNA-seq workflow from the Hip and PFC is shown in Fig. 1a. 

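Nuclei of the hippocampus (Hip) and of the prefrontal cortex (PFC) of the same 9 male Kun Ming mice were sequenced as 18 droplet-based 10x libraries, 1 per mouse and region. The mice were 3 germ-free (GF) mice, 3 specific pathogen-free (SPF) mice and 3 colonized germ-free (CGF) mice, which are GF mice given a microbiota by co-housing with SPF mice for 4 weeks, and all were 8 weeks old. The authors deposited for each library a matrix of counts of unique molecular identifiers (UMIs) per gene and nucleus as Cell Ranger wrote it, without normalization, before any filter on genes or mitochondrial UMIs. The matrices hold whole numbers for 30905 genes and name Cell Ranger 3.1.0 in their header. In Hip, a library held 49067853 to 56240654 UMIs in GF mice (median 53643906), 55558458 to 63217083 in SPF mice (median 57380215) and 54526815 to 62313617 in CGF mice (median 57140204). In PFC, the range was 59126586 to 71463928 UMIs in GF mice (median 63475813), 20336250 to 26949210 in SPF mice (median 25599484) and 22213863 to 26151503 in CGF mice (median 26130527). The library size thus separated GF from the other groups in PFC and was close between them in Hip. As in the paper, nuclei with fewer than 200 genes or more than 10% mitochondrial UMIs were left out, which removed 828 nuclei in Hip and 1096 in PFC, all by the second rule, and kept 71398 and 66602. The paper aggregated its libraries with downsampling by reads, a step that the deposited matrices do not include. For differential expression the UMIs of a cell type were summed per mouse, so that the mouse and not the nucleus is the replicate, and the sums of the 3 groups were fitted in a single model per region and cell type with edgeR's quasi-likelihood test on genes that passed its filter on low counts. A differentially expressed gene (DEG) is a gene with a Benjamini-Hochberg adjusted p under 0.05, and every log2 fold change is that of GF against SPF mice unless another pair is named, with its standard error (SE) from the same fit. Shares of nuclei were compared by exact two-sided permutation tests on the values per mouse, for which the smallest p is 0.1 for 3 mice against 3 and 0.00357 over the 3 groups.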

Using the droplet-based single-nucleus method, we captured 72,226, and 67,698 nuclei from the Hip and PFC, respectively, in the 9 mice (3 per group). 

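Over all barcodes of a library, the median number of UMIs per nucleus in Hip lay between 4593 and 5809.5 in GF mice, between 6132 and 7054 in SPF mice and between 5444.5 and 7559.5 in CGF mice. In PFC it lay between 6721 and 7338.5 in GF mice, between 3028 and 3187 in SPF mice and between 2330 and 3013 in CGF mice. The median number of genes per nucleus was 2337 to 2649 in GF, 2670 to 2800 in SPF and 2421 to 2865 in CGF mice in Hip, and 2887 to 3030.5, 1746 to 1806 and 1453.5 to 1673 in PFC. These depths do not follow the reads: the paper's Table S1 reports 47680 to 52838 reads per nucleus in GF, 45405 to 58726 in SPF and 40824 to 57137 in CGF mice of PFC. In the same table, the paper's sequencing saturation in PFC is 47.4% to 51.6% in GF, 75.6% to 82.8% in SPF and 77.2% to 79.2% in CGF mice, and the paper's share of reads antisense to genes is 24.1% to 27.0%, 2.8% to 3.3% and 2.8% to 3.8%. In Hip the paper's antisense share is 25.5% to 26.9% in GF, 17.5% to 21.0% in SPF and 21.9% to 25.6% in CGF mice.

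**Figure D1:**
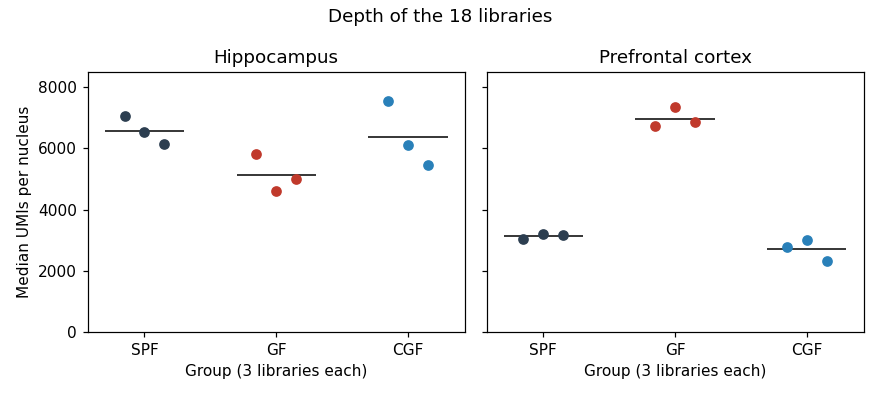
Median UMIs per nucleus (y axis) of each of the 18 libraries by region and group (x axis). Each point is 1 mouse, and the line is the mean of 3 mice. In PFC the GF libraries lie between 6721 and 7338.5 and those of SPF and CGF mice between 2330 and 3187.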

We obtained an average of 45,455 reads per nuclei in the Hip and 50,245 reads in PFC after stringent quality control (Supplementary Table S1).

After dimensionality reduction and graph-based clustering (UMAP), we identified 36 distinct clusters in the Hip (Supplementary Fig. 1b) and 29 clusters in PFC (Supplementary Fig. 1c). 

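Counts of the kept nuclei were scaled to 10000 per nucleus and log-transformed, and the 2000 most variable genes, reduced to 10 principal components as in the paper, were clustered per region with the Leiden algorithm at a resolution of 1, since the paper's text names no resolution. This gave 29 clusters in Hip and 31 in PFC. Each cluster took the name of the marker list with the highest mean level in it. It stayed unnamed where mitochondrial genes led it, fewer than 3 markers were raised, markers of another type led, its UMIs were low without an own marker among its top 10 genes, or most of its nuclei scored as doublets. In Hip, 8 clusters were excitatory neurons, 3 interneurons, 3 oligodendrocytes, 1 oligodendrocyte precursor cells (OPC), 2 microglia and 2 astrocytes. In PFC, the same types took 6, 4, 3, 2, 2 and 4 clusters. In each region, 6 clusters stayed unnamed, with 4205 nuclei in Hip and 712 in PFC.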

Then we annotated major cell types in the two regions based on the expression of well-established marker genes [49]. 

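By these cluster names, Hip held 40884 nuclei of excitatory neurons, 5705 of interneurons, 6085 of oligodendrocytes, 1956 of OPC, 2085 of microglia and 6529 of astrocytes. PFC held 38785 nuclei of excitatory neurons, 9653 of interneurons, 3232 of oligodendrocytes, 1801 of OPC, 2314 of microglia and 6237 of astrocytes. The remaining named nuclei were endothelial, mural and fibroblast nuclei (2496 in Hip and 3868 in PFC) and, in Hip alone, choroid plexus (1000) and ependymal nuclei (453). The median number of UMIs per microglial nucleus was 1613 in GF, 1875 in SPF and 1809 in CGF mice in Hip, and 1561, 686 and 731 in PFC. For excitatory neurons it was 6580, 8923 and 8422 in Hip and 9640, 3982 and 3608 in PFC.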

Here, excitatory neurons (*n* = 43,956 and 41,837 in the Hip and PFC, respectively; marked by *Grin2a*, *Syt1*, *Grin1*), interneurons (*n* = 6036, 7702; *Gad1*, *Gad2*), oligodendrocyte (*n* = 6021, 2984; *Plp1*, *Mog*, *Mbp*), OPC (Oligodendrocyte precursor cells; *n* = 2089, 1994; *Pdgfra*, *Vcan*), microglia (*n* = 2343, 2353; *Csf1r*, *Ctss*, *C1qa*), and astrocytes (*n* = 6803, 5862; *Aqp4*, *Gja1*) were clearly identified (Supplementary Fig. 1d, e and Fig. 1b, c).

### The absence of gut microbiota changed glial cells proportion in the Hip and PFC

Initially, we calculated the proportion of major cell types in two brain regions. In Hip, we found that the microglial proportion was significantly lower in GF compared to SPF (*P* = 0.013), and microbial colonization failed to rescue this change (GF vs. CGF, *P* = 0.662; Fig. 1d). 

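Microglia made up 2.56% ± 0.135 of the nuclei of GF mice, 3.71% ± 0.847 of SPF mice and 2.62% ± 0.329 of CGF mice in Hip (mean ± SD, n = 3 mice each). The exact permutation test gave p = 0.0643 over the 3 groups, or 0.123 after Benjamini-Hochberg adjustment over the 6 major cell types, and p = 0.1 for GF against SPF, 0.8 for GF against CGF and 0.2 for CGF against SPF. Every GF mouse lay below every SPF mouse, which is the most that 3 mice against 3 can show. The mouse that weighed most was SPF mouse 32: without it the share differed by -1.59 percentage points between GF and SPF, against -1.15 with it, and the exact p over the groups was 0.0286. Without SPF mouse 30 the difference was -0.744 points. In a fit of the numbers of nuclei with edgeR, the log2 fold change between GF and SPF was -0.54, and the test over the 3 groups gave an adjusted p of 0.114 over the 6 types.

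**Figure D2:**
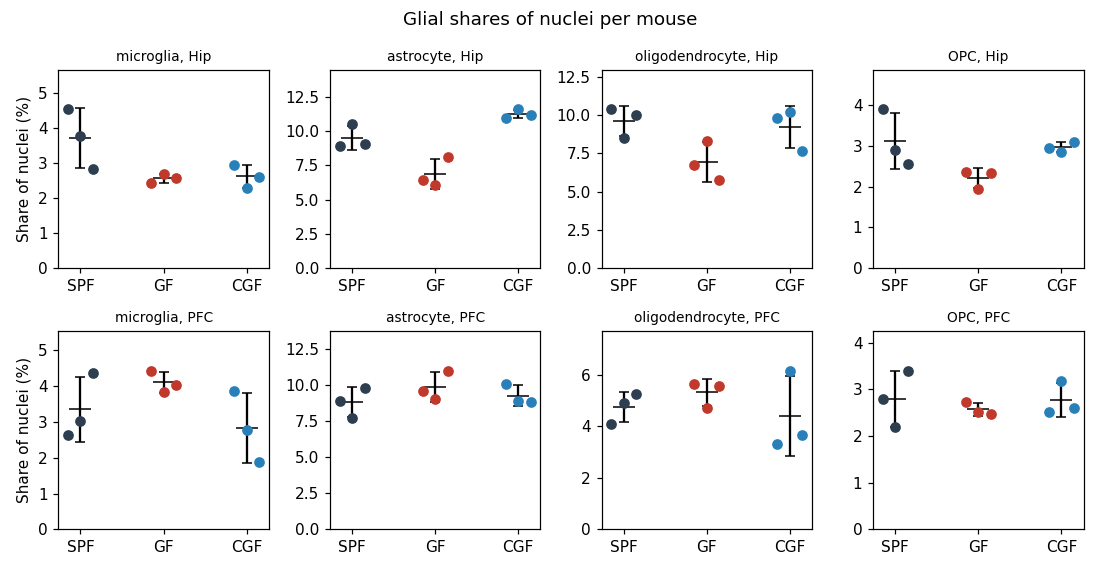
Share of the nuclei of each mouse (y axis, percent) that are microglia, astrocytes, oligodendrocytes or OPC, by region and group (x axis), 1 point per mouse, with the mean and SD of 3 mice. In Hip, microglia have means of 2.56% in GF, 3.71% in SPF and 2.62% in CGF mice.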

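Astrocytes made up 6.87% ± 1.08 of hippocampal nuclei in GF, 9.50% ± 0.876 in SPF and 11.3% ± 0.306 in CGF mice (mean ± SD, n = 3), and no mouse of a group overlapped with another group's. The p over the 3 groups, 0.00357, is the smallest that the exact permutation test allows, and 0.0214 after adjustment over the 6 types. Oligodendrocytes took 6.93% ± 1.28, 9.61% ± 1.00 and 9.22% ± 1.38 of the nuclei (exact permutation p = 0.0821, adjusted p = 0.123; 0.1 for GF against SPF and 0.2 for GF against CGF, n = 3). OPC took 2.22% ± 0.242, 3.13% ± 0.697 and 2.98% ± 0.127 (exact permutation p = 0.0679, adjusted p = 0.123; 0.1 for GF against both SPF and CGF, n = 3). Without SPF mouse 30 the exact p for OPC was 0.0107, and without SPF mouse 32 it was 0.0143. As a share of glial nuclei alone, astrocytes differed by 0.232 percentage points between GF and SPF mice, with the opposite sign to the -2.64 points among all nuclei.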

Meanwhile, hippocampal astrocyte, oligodendrocyte and OPC proportion were downregulated in the GF group relative to the SPF group (GF vs. SPF, *P* = 0.005 for astrocyte, 0.0394 for oligodendrocyte and 0.015 for OPC), astrocyte and OPC were reversed by microbial colonization in the CGF group (GF vs. CGF, *P* = 0.0003, 0.034), excluded oligodendrocyte. Furthermore, in contrast to glial cells, excitatory neuron increased in GF (GF vs. SPF, *P* = 0.0444), microbial colonization reversed this trend in CGF (GF vs. CGF, *P* = 0.0342). 

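The share of hippocampal excitatory neurons was 59.6% ± 9.01 in GF, 55.9% ± 4.87 in SPF and 56.5% ± 3.17 in CGF mice (mean ± SD, n = 3). These means differ by less than the spread between GF mice, and the exact permutation test gave p = 0.832 over the groups, 0.7 for GF against SPF and 0.9 for GF against CGF. With each mouse left out in turn, the difference between GF and SPF ran from -1.41 to 7.23 percentage points. Interneurons took 8.19%, 7.77% and 7.99% of the nuclei (exact permutation p = 0.921, n = 3), and the unnamed nuclei 8.73% ± 4.28, 4.57% ± 2.68 and 3.74% ± 0.818 (exact permutation p = 0.143).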

In PFC, the proportion of microglia in the GF group relative to the SPF group trended upward (*P* = 0.062), which could be reversed by microbial colonization (Fig. 1e). 

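In PFC, microglia were 4.10% ± 0.299 of the nuclei in GF, 3.35% ± 0.910 in SPF and 2.84% ± 0.981 in CGF mice (mean ± SD, n = 3). The exact permutation test gave p = 0.211 over the 3 groups, 0.3 for GF against SPF, 0.2 for GF against CGF and 0.6 for CGF against SPF. Keeping only nuclei with at least 500 genes raised the difference between GF and SPF from 0.751 to 2.79 percentage points (exact permutation p = 0.0214 over the groups, n = 3). Fewer than 1000 UMIs were found in 62 GF, 559 SPF and 479 CGF microglial nuclei of PFC.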

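Astrocytes (9.85% of nuclei in GF, 8.79% in SPF and 9.26% in CGF mice), oligodendrocytes (5.31%, 4.74% and 4.38%) and OPC (2.57%, 2.79% and 2.76%) of PFC gave exact permutation p values of 0.425, 0.521 and 0.786 over the groups (n = 3 mice each). Excitatory neurons took 54.7% in GF, 61.8% in SPF and 59.2% in CGF mice (exact permutation p = 0.207) and interneurons 15.0%, 13.0% and 15.4% (p = 0.675). Adjusted over the 6 types of PFC, no p was under 0.632. The unnamed nuclei, which are no type of their own, rose from 0.563% in SPF and 0.554% in CGF to 1.92% in GF mice (exact permutation p = 0.0357).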

We did not find any difference in the composition ratio of the remaining cell types between the three groups. These observations demonstrate that the presence or absence of the gut microbiome primarily impacted the relative composition of glia in the Hip and PFC.

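Because each mouse gave both regions, the share in Hip minus the share in PFC can be compared between the groups. For microglia this difference was -1.54 percentage points in GF, 0.36 in SPF and -0.216 in CGF mice (exact permutation p = 0.175, adjusted p = 0.350 over the 6 types, n = 3 mice per group). Astrocytes had -2.98, 0.711 and 2.00 points, the smallest p of the 6 types (exact permutation p = 0.0143, adjusted p = 0.0857), so that no type's regional difference passed the adjustment.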

### The absence of gut microbiota resulted in cell-specific transcriptomic changes

Next, we performed a DEGs analysis between GF and SPF (Supplementary Fig. 2a, b). 

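Of the 11 genes labelled in most panels of Supplementary Fig. 2, 10 were DEGs in microglia of Hip and 9 of the 10 tested in PFC (10 in both regions when adjusted over the list alone, which is not independent evidence, since the study chose these genes on the same nuclei). Gm42418, annotated as a long noncoding RNA, lies on chromosome 17 of GRCm38 from 39846958 to 39848788 and had the largest fall of the list. It went from 3761 ± 1520 CPM (counts scaled by edgeR's effective library size, with TMM factors) in SPF to 839 ± 150 in GF microglia of Hip (mean ± SD, n = 3, log2 fold change -2.16, SE 0.22, adjusted p = 2.03e-07), and its log2 fold change was -6.21 in PFC. AY036118, Lars2, Cmss1, Camk1d and Gphn fell with it in both regions. Their log2 fold changes were -0.68 to -1.58 in Hip and -3.16 to -5.30 in PFC. AY036118 lies within Gm42418 on the opposite strand, so these 2 are not separate loci. Gm42418 fell in all 6 types, by log2 fold changes of -2.16 to -1.89 in Hip and -6.60 to -6.21 in PFC. Its fall is thus not particular to microglia. Once each library's trend on gene length and GC content was removed, Camk1d reversed to 0.06 in Hip, and Gphn (-0.16) and Malat1 (0.03) no longer passed there. Tmsb4x rose by 1.49 in Hip and 2.41 in PFC, Ubb by 1.37 and 2.27, and Fth1 by 1.44 and 1.33. Malat1 rose by 0.53 in Hip (adjusted p = 0.00433) and by 0.49 in PFC without passing the threshold (adjusted p = 0.061), and Ttr was not a DEG in Hip (adjusted p = 0.186).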

We identified 4999 and 6122 DEGs across the major six cell types in the Hip and PFC, respectively, based on the total captured gene in each type (Supplementary Table S6 and Supplementary Fig. 2c). In these two brain regions, glial cells had more DEGs than neurons (Supplementary Fig. 2d, e). 

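At the level of mice, 10661 genes in Hip and 13043 in PFC were DEGs between GF and SPF mice in at least 1 of the 6 major cell types. The alternative that moved these counts most was a set of size criteria, the default limits of Seurat (a natural-log fold change of at least 0.25 and detection in at least 10% of nuclei, with Bonferroni adjustment), which left 803 and 2649 genes. None of the 9 other ways to divide the 6 GF and SPF mice into 3 and 3 called more than 1 gene in any of these types in Hip, or any gene in PFC. Values of GF and SPF mice did not overlap for 3228 of the 8059 genes tested in hippocampal microglia (40.1%) and 4596 of 7737 in PFC (59.4%), where chance gives 10%.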

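In Hip, 3878 genes were DEGs in astrocytes, 4036 in oligodendrocytes, 2101 in OPC and 2103 in microglia, against 8760 in excitatory neurons and 5110 in interneurons. In PFC, the counts were 5018, 3305, 3036 and 3978 in these glia, against 10770 in excitatory neurons and 7123 in interneurons. The number of genes that passed the filter on low counts was largest in excitatory neurons too, 18566 in Hip and 17113 in PFC, against 8059 and 7737 in microglia. In Hip the OPC count rested on single mice, with 1225 DEGs without GF mouse 6, 1236 without SPF mouse 30 and 1315 without GF mouse 7. With DESeq2 in place of edgeR, OPC of Hip had 1177 DEGs.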

The top DEGs in the two regions were mainly involved in mitochondrial dysfunction and the RNA translation process even across cell types (Supplementary Fig. 2f, g).

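Genes were grouped by name, since no pathway database was at hand, and each group was tested with the fry method of limma. The 88 tested oxidative phosphorylation genes had a median log2 fold change of 1.01 in hippocampal astrocytes, with 66 of them higher in GF mice at the threshold and 1 lower, and the median was 1.13 in oligodendrocytes and 0.99 in OPC. Ribosomal protein genes had medians of 1.16 in astrocytes, 1.19 in oligodendrocytes and 1.16 in OPC of Hip. In PFC, oxidative phosphorylation genes rose by medians of 0.51 in astrocytes and 0.53 in oligodendrocytes, and ribosomal protein genes fell by 0.39 in astrocytes (27 lower and 9 higher, adjusted p = 0.0162 over 72 tests of sets and types) and by 0.37 in oligodendrocytes (16 lower and 3 higher, adjusted p = 0.00306). OPC of PFC had medians of 0.68 for oxidative phosphorylation and 0.11 for ribosomal protein genes (adjusted p = 0.0039 and 0.236). Neurons rose like glia in Hip, with oxidative phosphorylation medians of 1.00 in excitatory neurons and 0.94 in interneurons and ribosomal ones of 1.09 and 1.17. In PFC, oxidative phosphorylation had 0.08 in excitatory neurons (33 higher and 23 lower, adjusted p = 0.313) and 0.20 in interneurons (adjusted p = 0.0229). Ribosomal protein genes fell there by 0.82 (55 lower and 6 higher) and 0.65 (43 lower and 8 higher). The mitochondrial share of a library's UMIs separated GF mice as well, in opposite directions. In Hip it was 0.645% to 1.10% in GF, 0.128% to 0.471% in SPF and 0.0770% to 0.218% in CGF mice. In PFC it was 0.359% to 0.594%, 1.66% to 3.22% and 1.28% to 2.24%. A difference between libraries is therefore not told apart from these changes of gene groups.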

To further uncover the cell-specific transcriptomic changes modulated by gut microbiota, we identified 846 and 1333 cell-specific DEGs across the six major cell types in the Hip and PFC (Fig. 2a, b), respectively. This observation highlights that the single-cell-level resolution is vital to uncover how the gut microbiome modulates transcriptional changes in the brain. 

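Of the genes called in at least 1 type, 4218 in Hip and 4581 in PFC were DEGs in a single one of the 6 types. Excitatory neurons held 2833 of them in Hip and 3247 in PFC, microglia 201 and 513, astrocytes 375 and 309, oligodendrocytes 438 and 100, OPC 76 and 114, and interneurons 295 and 298. With DESeq2 Hip had 83 in microglia and 16 in OPC alone, and without likely doublets PFC had 245 in microglia alone. Under the size criteria, 544 genes in Hip and 1350 in PFC were DEGs in a single type. A further 6443 genes in Hip and 8462 in PFC were DEGs in 2 or more types, 6271 and 7631 of them with the same sign in all types that called them.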

The function enrichment pathways of these cell-specific genes were also significantly different. For example, the altered microglial cell-specific DEGs were enriched for neuroinflammatory and complement system signaling pathways in the Hip (Supplementary Fig. 3a), such as alterations of chemokine receptor-*Cx3cr1*, interferon gamma receptor*-Ifngr1*, interleukin receptor-*Il6ra*, and complement family-*C1qa*, *C1qb*, and *C1qc*, respectively. In contrast, in the PFC, microglial cell-specific DEGs were enriched for RhoGDI and IL-8 signaling pathways (Supplementary Fig. 3b), for example, *Map2k1, Nfatc3*, and *Rhot1*. Together, our DEGs analysis showed that the absence of gut microbiota resulted in cell-specific transcriptomic changes.

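All 6 genes, Cx3cr1, Ifngr1, Il6ra, C1qa, C1qb and C1qc, were higher in GF than in SPF microglia of Hip, and all 6 passed the threshold (also 6 adjusted over the list alone, which is not independent evidence, since the study picked them from these libraries). Cx3cr1, the receptor of fractalkine, lies on chromosome 9 of GRCm38 from 119901616 to 120069879 and had 1137 ± 80.9 CPM in GF, 722 ± 154 in SPF and 833 ± 31.1 in CGF mice (mean ± SD, n = 3, log2 fold change 0.66, SE 0.16, adjusted p = 0.00309). The 3 complement genes, which sit side by side on chromosome 4 between 136880129 and 136898803, changed most. C1qa went from 120 ± 32.5 CPM in SPF to 682 ± 46.4 in GF mice (log2 fold change 2.49, SE 0.19, adjusted p = 3.8e-09), C1qb had a log2 fold change of 1.83 (SE 0.21) and C1qc of 1.71 (SE 0.21). Ifngr1 rose by 0.96 (SE 0.24, adjusted p = 0.00376) and Il6ra by 0.52 (SE 0.16, adjusted p = 0.0161). Il6ra no longer passed without GF mouse 7 or without SPF mouse 30, and between GF and CGF mice it did not pass (adjusted p = 0.0526). Cx3cr1, Ifngr1, C1qb and C1qc were DEGs in no other type of Hip, while C1qa rose in excitatory neurons (0.73) and Il6ra fell in them (-0.88). In PFC the same 6 genes were also all DEGs in microglia, with log2 fold changes of 1.19 to 1.96. Of the 6 only Cx3cr1 passed a test of the difference between the regions. Other types of PFC called all of them but Il6ra, which was tested in only 2 types. C1qb rose by 1.39 to 1.78 in astrocytes, excitatory neurons and interneurons, and Cx3cr1 by 0.51 to 0.76 in both neuronal types. In excitatory neurons C1qc rose (0.76), while C1qa (-0.65) and Ifngr1 (-0.46) fell.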

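Map2k1, Nfatc3 and Rhot1 were DEGs in PFC microglia. Map2k1 had 248 ± 24.1 CPM in GF and 148 ± 40.2 in SPF mice (mean ± SD, n = 3, log2 fold change 0.79, SE 0.21, adjusted p = 0.00255), Nfatc3 156 ± 24.6 and 91.8 ± 14.5 (0.76, SE 0.24, adjusted p = 0.00856), and Rhot1 143 ± 28.4 and 77.4 ± 5.77 (0.87, SE 0.25, adjusted p = 0.00445). Map2k1 did not pass without SPF mouse 32 (0.57). Nfatc3 did not pass without SPF mouse 31, nor with DESeq2 or after removal of likely doublets. Rhot1 did not pass once the trend on gene length and GC content was removed (0.58). None of the 3 was a DEG in hippocampal microglia by edgeR (log2 fold changes -0.10, 0.26 and 0.12, adjusted p from 0.325 to 0.706). The difference between the regions was tested and passed for Map2k1 (-0.80, adjusted p = 0.0312) but not for the other 2. Other types of PFC called these genes as well: Rhot1 in 4 of the other 5 types with log2 fold changes of 0.38 to 0.90, Nfatc3 in OPC and interneurons, and Map2k1, which fell by 0.32, in excitatory neurons.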

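Much of the change was common to the cell types. Of the 1931 microglial DEGs of Hip that were tested in all 6 types, 1691 (87.6%) changed in the same direction in all of them, as did 2137 of 3342 (63.9%) in PFC. Across genes, which are not independent replicates, the log2 fold changes of microglia correlated with those of the other types with Pearson coefficients of 0.702 to 0.775 in Hip and 0.555 to 0.724 in PFC. With the 9 other ways to divide the same 6 mice, the coefficients lay between 0.216 and 0.600 in Hip and between 0.394 and 0.535 in PFC.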

**Fig. 2:**
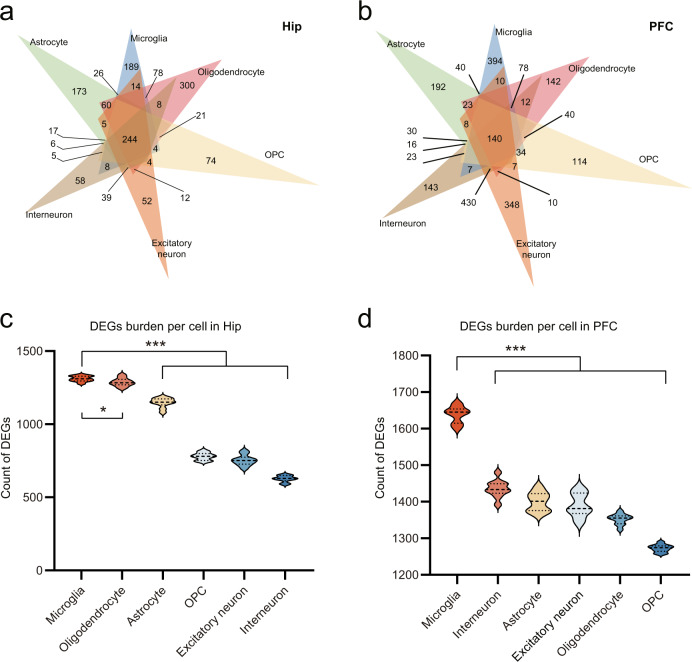
Gut microbiota mainly affected microglia in the two brain regions. **a**, **b** Venn diagrams describe 846 and 1333 cell-specific DEGs across six major cell types in the Hip (**a**) and PFC (**b**). **c** DEGs (GF vs. SPF) downsampling analysis showed greater microglial gene dysregulations in the Hip (10 times repetition; Microglia vs Astrocyte, ***P = 4.9471E–11, Microglia vs Oligodendrocyte, *P = 0.0395, Microglia vs OPC, ***P = 3.4168E–21, Microglia vs Excitatory neuron, ***P = 1.0866E–19, Microglia vs Interneuron, ***P = 6.7238E–24; *P* values are from two-tailed Student’s *t*-test). **d** DEGs (GF vs. SPF) downsampling analysis showed greater microglial gene dysregulations in PFC, Microglia vs Astrocyte, ***P = 2.5005E–14, Microglia vs Oligodendrocyte, ***P = 1.1953E–17, Microglia vs OPC, *P = 4.019E–20, Microglia vs Excitatory neuron, ***P = 1.1021E–13, Microglia vs Interneuron, ***P = 1.562E–13; 10 times repetition; *P* values are from two-tailed Student’s *t*-test).

### Microglial transcriptomes were preferentially influenced

Here we explored which cell types were preferentially modulated by the gut microbiome. Disregarding different cellular counts, oligodendrocytes, astrocytes, and microglia mainly contributed to DEGs detected in the Hip (Supplementary Fig. 2d), while the majority of DEGs in PFC were derived from excitatory neurons, interneurons, and microglia (Supplementary Fig. 2e). 

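Under the size criteria given above, applied to the sums per mouse, excitatory neurons of Hip had 338 DEGs, oligodendrocytes 283, microglia 230, astrocytes 167, interneurons 105 and OPC 75. In PFC, excitatory neurons had 1564, interneurons 1081, microglia 878, astrocytes 771, OPC 549 and oligodendrocytes 545.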

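For the comparison at equal numbers, 170 nuclei per library and cell type were drawn in Hip and 143 in PFC, the smallest number that any of the 6 types had in a library of the region. The draw was repeated 10 times, and each time the drawn nuclei were summed per mouse and fitted as before. Equal numbers of nuclei leave the UMIs per nucleus unequal between the types, so a second set of draws also thinned the sums to an equal number of UMIs.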

To rule out the inherent confounding effects of unequal captured cell ratios (neuron: glia ratio = 2.89:1 in PFC and 3.2:1 in Hip), the DEGs burden analysis [41] was carried out by comparing the same number of nuclei across all cell types for ten times by downsampling the data. Accordingly, we found that microglia had the largest number of DEGs in both the Hip and PFC (Fig. 2c, d), suggesting that microglia were preferentially impacted among the six major cell types in the two regions. These findings aligned with the disparate microglial ratios also found in the two brain regions.

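At equal numbers of nuclei, excitatory neurons had the most DEGs in Hip (3025 ± 96.6, mean ± SD of 10 draws), followed by interneurons (2564 ± 99.6), OPC (1713 ± 64.9), oligodendrocytes (1656 ± 70.0), microglia (1654 ± 65.0) and astrocytes (1574 ± 154). In PFC the order was excitatory neurons (3827 ± 54.4), interneurons (3026 ± 115), microglia (2594 ± 44.0), OPC (2357 ± 61.7), astrocytes (1737 ± 72.8) and oligodendrocytes (1606 ± 82.1). The draws reuse the same 9 mice, so their SD covers the drawing of nuclei and not the spread between mice. With equal numbers of UMIs as well, microglia came first in both regions, with 1472 ± 55.2 DEGs in Hip, where oligodendrocytes followed with 1223, and 2104 ± 98.1 in PFC, where OPC followed with 1253. In Hip single mice carried much of 2 of these counts: interneurons had 1519 DEGs without SPF mouse 30, and OPC 1016 without GF mouse 6. From the greater number of DEGs in microglia in its own draws, the paper proposes that microglia are preferentially affected by the gut microbiota.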

We determined whether microglial DEGs were brain-specific. Venn diagram analysis showed that there were 370 genes shared in two regions, while 563 genes only changed in the Hip, and 694 in PFC (Supplementary Fig. 4a). 

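Of the microglial DEGs, 1377 were called in both regions, 726 in Hip alone and 2601 in PFC alone. In 1305 of the 1377 shared genes (94.8%) the sign was the same. A gene called in a single region is not thereby shown to differ between the regions, for which a test of the difference is needed. With DESeq2, 817 genes were shared, 363 were called in Hip alone and 2244 in PFC alone. With the trend on gene length and GC content removed, 815 were shared and 468 called in Hip alone, without likely doublets 1559 were called in PFC alone, and without GF mouse 6 there were 466 in Hip alone.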

Functionally, we found that the GF mice were enriched for mitochondrial dysfunction, oxidative phosphorylation, inflammasome pathway, and NRF2-mediated oxidative stress response, and depleted for synaptogenesis, synaptic long-term potentiation, and synaptic long-term depression signaling in the Hip. 

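In hippocampal microglia, the 76 tested oxidative phosphorylation genes had a median log2 fold change of 1.05, with 50 higher in GF mice at the threshold and 0 lower (fry, adjusted p = 0.000686 over 12 tests). The 10 tested targets of NRF2, the transcription factor of the oxidative stress response, had a median of 0.48 with 5 higher and 0 lower (adjusted p = 0.00839). The 26 tested subunits of glutamate and GABA receptors were taken here for the synaptic pathways. Of these, 24 were lower in GF mice and 0 higher, with a median of -1.21 (adjusted p = 0.00018). Receptor subunits fell in the other 5 types of Hip as well, with medians from -1.04 in oligodendrocytes to -0.38 in OPC. The 40 ribosomal protein genes had a median of 1.21, with 36 higher. The camera method with a correlation of 0.01 called the same sets in both regions, and all of its calls hold under fry. Removing each library's trend on gene length and GC content lowered the median of the NRF2 targets to 0.24 and took it off the threshold (adjusted p = 0.0616). Receptor subunits are mainly neuronal transcripts: the summed level of the 100 most abundant neuronal genes in microglia was 10.4% of that in excitatory neurons in GF, 21.3% in SPF and 21.9% in CGF mice of Hip.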

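In PFC microglia, the 6 tested NRF2 targets had a median log2 fold change of 0.91, with 4 higher in GF mice and 0 lower (fry, adjusted p = 0.0013). They were Gclm (1.13), Prdx1 (1.59), Ftl1 (0.69, lost without likely doublets and after trend removal) and Fth1, while Gclc (0.46, adjusted p = 0.378) and Sqstm1 (0.27, adjusted p = 0.497) did not pass. Of the 14 targets listed, 8 had too few counts in PFC to be tested, Nqo1 and Hmox1 among them. Oxidative phosphorylation genes had a median of 0.94 (39 higher and 1 lower of 69, adjusted p = 0.00159). Ribosomal protein genes did not pass as a set in PFC (median 0.25, adjusted p = 0.211), apart from the fit without GF mouse 6 (0.49, adjusted p = 0.0018), and after removal of the trend on gene length and GC content their median was -0.56 (adjusted p = 0.00218).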

In the PFC, some pathways such as NRF2-mediated oxidative stress response were consistently enriched in GF relative to SPF mice. However, synaptic-related pathways such as the synaptogenesis signaling and long-term synaptic potentiation showed opposite changes in the PFC relative to Hip (Supplementary Fig. 4b). 

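The receptor subunits were lower in GF mice in PFC as well: 27 of the 29 tested passed with a negative sign and 0 with a positive one (median log2 fold change -1.87, fry, adjusted p = 5.63e-05). The difference between the regions, Hip minus PFC, had a median of 0.72 (adjusted p = 0.0126), which is a stronger fall in PFC. The summed level of abundant neuronal genes in microglia described above was 10.4% of that in excitatory neurons in GF, 55.4% in SPF and 59.1% in CGF mice of PFC (exact permutation p = 0.0214, n = 3). This is no measured share of neuronal RNA, since OPC had 60.3%, 69.4% and 69.3% on the same measure and astrocytes 56.6%, 53.7% and 51.5%. The other glia of PFC differed among each other: the receptor subunits had a median of 0.26 in astrocytes, with 15 higher and 4 lower, 0.055 in oligodendrocytes (adjusted p = 0.212) and -0.23 in OPC, with 6 higher and 11 lower (adjusted p = 0.111).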

Our results suggest that microglial transcriptional changes caused by the gut microbiome vary in a brain region-specific manner.

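The difference between Hip and PFC in the change from SPF to GF was tested gene by gene in a fit of all 18 microglial sums. It passed the threshold for 1740 of 9170 genes, 888 with a positive and 852 with a negative sign of Hip minus PFC. With the mouse as a block, since both regions of a number come from the same animal, 1936 genes passed, and with sums thinned to one depth 914. For CGF against SPF, the same test called 0 genes with edgeR, with 476 at an unadjusted p under 0.05, and 0 with DESeq2. The regions themselves differed in 168 genes in GF microglia, 3535 in SPF and 3502 in CGF microglia. The number in GF microglia was 108 without GF mouse 5, 75 without GF mouse 6 and 70 without GF mouse 7, 104 with DESeq2 and 59 after thinning, where SPF and CGF mice had 2331 and 2349. The PFC libraries of SPF and CGF mice are also those with a saturation and antisense share unlike all others in the paper's Table S1.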

### The gut microbiome mainly modulated microglia-astrocyte communication

We conducted CellPhoneDB database [44] (cellphonedb V1.10 R package) analysis to uncover potential ligand-receptor pairs between cells to understand how gut microbiome absence influenced communication between microglia and other major cell types. Detailed data are shown in Supplementary Table S2. Microglia communicated mostly with astrocytes, followed by oligodendrocytes, in the Hip of the SPF group. Similar cell-to-cell communications were also found in the GF group, but the lack of a gut microbiome in that group resulted in decreased interaction intensities. Microbial colonization slightly increased the microglia-astrocyte communication (Supplementary Fig. 5a). For example, we found diminished communication between microglial *Entpd1* to astrocytic *Adora1* in the GF group, which was restored in the CGF group. 

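Only the transcripts can be read from the counts, not the communication. Entpd1, which encodes CD39, lies on chromosome 19 of GRCm38 from 40612366 to 40741602. In hippocampal microglia it had 740 ± 115 CPM in GF, 512 ± 87.7 in SPF and 623 ± 34.6 in CGF mice (mean ± SD, n = 3), which is higher in GF than in SPF (log2 fold change 0.53, SE 0.16, adjusted p = 0.0147) and not distinguishable between GF and CGF (0.25, adjusted p = 0.269). It did not pass without GF mouse 7 or without SPF mouse 32. Adora1 in hippocampal astrocytes had 31.2 ± 10.9 CPM in GF, 50.0 ± 10.1 in SPF and 39.9 ± 7.77 in CGF mice, a log2 fold change of -0.69 (SE 0.24, adjusted p = 0.0381) that was lost when single mice were left out, and its GF to CGF difference did not pass (-0.36, adjusted p = 0.265). It was also lost after thinning and after removal of the trend on gene length and GC content (-0.56).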

The CD39 (*Entpd1*) and *Adora1* pair can regulate neuronal activity via its participation in adenosine metabolism [50]. In the SPF group, cellular communication between microglia and other cells was weaker in the PFC than in Hip. Interestingly, lack of a gut microbiome led to significantly increased microglia-astrocyte communication, ranking first in the communication between microglia and other cells. Furthermore, microbial colonization failed to modulate the communication between microglia and other cells (Supplementary Fig. 5a). In summary, the gut microbiome mainly influenced microglia-astrocyte communication in the Hip and PFC of GF and CGF mice.

### Microbial colonization rescued microglial gene alterations

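In microglia of Hip, 1137 genes were higher and 966 lower in GF than in SPF mice, and in PFC 1962 were higher and 2016 lower. DESeq2 called 1180 genes in Hip and 3061 in PFC, of which 1174 and 2745 were among those called by edgeR. Removal of the trend on gene length and GC content gave 1283 and 3677 DEGs, with 967 and 3012 shared. On simulated counts with 200 changed genes, edgeR recovered 78.5% of them in the hippocampal design with 11 false calls, and 69.5% in that of PFC with 8.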

Here, we identified 933 and 1064 microglial DEGs by comparing the GF and SPF groups. 

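A rescued gene was taken here as a DEG between GF and SPF mice that is also a DEG between GF and CGF mice with the same sign, since the paper's text does not define the word. This held for 1586 microglial genes in Hip (75.4%) and 3322 in PFC (83.5%), while 2 genes in Hip and 0 in PFC passed with the opposite sign. The share in Hip was 60.2% after removal of the trend on gene length and GC content and 63.6% without CGF mouse 17. In the other 5 types the rescued share was 74.8% to 86.8%.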

Interestingly, we found that most of DEGs from these two groups (74.91% and 78.76%) could be rescued by microbial colonization. These rescued genes were associated with chemical synaptic transmission, and cell-cell adhesion in the Hip (Supplementary Table S3 and Supplementary Fig. 5b). For example, we observed six rescued cadherin family genes (e.g., *Cdh8*, *Cdh9*, *Cdh11* and *Cdh12*), mainly involving in cell adhesion, and seven rescued gamma-aminobutyric acid (GABA) receptor genes (e.g., *Gabarap, Gabarapl2, Gabra2, Gabrb1*). In addition, genes enriched in fundamental molecular processes like protein binding and transport, were rescued in the PFC by microbial colonization, such as 6 reversed genes (e.g., *Eif1, Eif1b, Eif2s3y, Eif4e, Eif4h*, and *Eif5a*) belonging to eukaryotic initiation factor (Supplementary Fig. 5c). 

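Cdh8, Cdh9, Cdh11 and Cdh12 were all lower in GF than in SPF and CGF microglia of Hip, and all passed both comparisons (4 of 4, also adjusted over the list alone, which is not independent evidence). Cdh8 had 53.1 ± 21.8 CPM in GF, 182 ± 19.1 in SPF and 190 ± 40.2 in CGF mice (mean ± SD, n = 3, log2 fold change -1.77, SE 0.25, adjusted p = 1.08e-05). Cdh12 had a log2 fold change of -1.60 (SE 0.25), Cdh11 of -1.29 (SE 0.24) and Cdh9 of -1.07 (SE 0.27), and Cdh9 did not pass without GF mouse 7. Removal of the trend on gene length and GC content took Cdh12 (-0.28) and Cdh9 (-0.75) off the threshold. As a set, the 10 tested cadherins had a median of -1.18, with 6 lower and 1 higher (fry, adjusted p = 0.00159), and after that removal -0.69 (adjusted p = 0.119). Of the other 4 genes, the receptor subunits Gabra2 (-1.30, SE 0.18) and Gabrb1 (-1.59, SE 0.19) fell, and Gabarap (1.34, SE 0.21) and Gabarapl2 (1.65, SE 0.26), which encode proteins associated with the receptor and not its subunits, rose. All 4 passed against CGF mice too, with the same signs.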

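Eif1, Eif1b, Eif2s3y, Eif4e, Eif4h and Eif5a were all higher in GF than in SPF microglia of PFC and passed the threshold (6 of 6). Against CGF mice 5 of the 6 passed, and 6 when adjusted over the list alone, which is not independent evidence. Eif1 had 311 ± 45.8 CPM in GF, 122 ± 40.7 in SPF and 118 ± 23.6 in CGF mice (mean ± SD, n = 3, log2 fold change 1.35, SE 0.22, adjusted p = 5.38e-06). Eif4e was the gene that did not pass against CGF mice (0.57, adjusted p = 0.0713). Eif4h did not pass without SPF mouse 32, and Eif4h and Eif5a did not pass with DESeq2, nor Eif1b without likely doublets. Removal of the trend on gene length and GC content took Eif1b (0.48), Eif4e (0.57) and Eif5a (0.38) off the threshold. Eif2s3y lies on the Y chromosome, and Ddx3y, another gene of that chromosome, rose with it in PFC (1.06, adjusted p = 0.00148), whereas neither passed in Hip. Xist was too low to be tested in either region, as in male mice.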

Our findings suggest that microbial colonization effectively reversed microglial transcriptomic changes in the Hip and PFC.

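Because the same GF mice stand in both comparisons, part of the shared sign arises without any effect. Among the genes with the strongest GF to SPF change, taken in the number of DEGs, 99.4% in Hip and 99.0% in PFC had the same sign against CGF mice, where 20 simulations without a group effect gave 83.3% and 67.8%. With an unadjusted p under 0.05 required as well, the shares were 86.3% and 87.5%, against 10.3% and 5.35% in the simulations. Between CGF and SPF mice, 6 microglial genes passed in Hip and 10 in PFC. The simulations held no technical difference between libraries, so they cannot exclude one. In PFC the paper's antisense share was 24.1% to 27.0% in GF libraries and at most 3.8% in the others. In Hip its share of reads mapped to the transcriptome was 50.6% to 50.9% in GF libraries and 55.1% to 61.6% in the others. The rescued share does not tell colonization apart from such a difference.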

### Gut microbiota modulated mutual transformation of microglial subpopulations

Having demonstrated that gut microbiome absence mainly affects microglia, we wanted to further clarify if or how microglial subpopulations changed. Therefore, we performed a microglial re-clustering analysis, which yielded 10 and 6 subpopulations in the Hip and PFC, respectively. 

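Clusters drawn from genes that differ between the groups would differ in their shares by construction, so microglia were re-clustered without the genes called between GF and SPF or between GF and CGF microglia of the region. At a resolution of 0.8 this gave 8 subclusters in Hip and 5 in PFC, numbered here by size and not matched to the paper's numbers. The difference in composition, which is the sum over subclusters of the absolute differences in mean share divided by 2, was 57.4% between GF and SPF mice in Hip and 67.6% in PFC, against 17.1% and 4.14% between CGF and SPF mice (exact permutation p = 0.1, the smallest possible, for the first pair of values, n = 3). With all genes, as in the paper, the difference was 94.5% in Hip and 93.8% in PFC. In Hip it was 24.6% without GF mouse 6.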

In the Hip, two microglial subpopulations (Hip_M1, M4), with a composition ratio of 83.98%, were significantly enriched in GF compared to SPF (0.53%), and microbial colonization could effectively reverse these changes in the CGF group (0.44%; *P* = 5.2523E–8, one-way ANOVA; Fig. 3a, b). 

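Subcluster 2 of Hip held 45.8% ± 17.1 of the microglia of GF, 4.35% ± 2.47 of SPF and 8.03% ± 4.36 of CGF mice (mean ± SD, n = 3, exact permutation p = 0.00714, adjusted p = 0.0286 over the 8 subclusters). Its most specific genes were Ttr, Hbb-bs and 2410015M20Rik, and its median UMIs were 0.759 times those of all hippocampal microglia. Ttr is a choroid plexus transcript and Hbb-bs a hemoglobin gene that rose in GF nuclei of all 6 types. Subcluster 4 held 20.2% ± 3.58, 6.07% ± 3.96 and 9.26% ± 2.27 (exact permutation p = 0.0143, adjusted p = 0.0381), with Cnih4, Vegfb and Ift140 at the top of its genes.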

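In subcluster 0 of Hip, the largest one, lay 5.74% ± 3.04 of the microglia of GF, 37.6% ± 15.8 of SPF and 23.9% ± 9.51 of CGF mice (mean ± SD, n = 3, exact permutation p = 0.025, adjusted p = 0.05, at the threshold). Of its 10 most specific genes, Thsd7b, Kcnc1, Tmem108 and Shisa6 among them, 10 had their highest level of the 6 types in neurons and 0 in microglia, a comparison made after these genes were seen. Subcluster 5 was lower in GF mice as well, at 1.58% ± 0.867 against 11.2% ± 3.09 and 7.91% ± 1.83 (exact permutation p = 0.00714). Subcluster 6, with Mrc1 and F13a1 as in border macrophages, held 3.72%, 3.18% and 5.09% (exact permutation p = 0.743).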

For Hip_M0, a contrasting pattern was observed between the three groups (0.27% in GF, 34.99% in SPF, 45.18% in CGF; *P* = 0.014, one-way ANOVA; Fig. 3a, b). QuSAGE was used to identify functional gene sets of each subpopulation. This analysis showed that the anti-inflammatory and regulatory T cells (Treg) gene sets were most activated in Hip_M1 and Hip_M4 (Supplementary Fig. 6a–c), such as enrichment of *Entpd1, Mif* and *Tgfb1* (Supplementary Fig. 7a–d), which were inhibited in Hip_M0 (Supplementary Fig. 6, d).

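Entpd1, Mif and Tgfb1 were compared over all hippocampal microglia of a mouse. Mif, a cytokine gene on chromosome 10 of GRCm38 from 75859353 to 75860240, had 120 ± 23.3 CPM in GF, 45.6 ± 15.4 in SPF and 40.6 ± 15.7 in CGF mice (mean ± SD, n = 3, log2 fold change 1.36, SE 0.27, adjusted p = 0.000489). Once each library's trend on gene length and GC content was removed, the change of Mif was 0.42 and did not pass. Tgfb1 had 186 ± 8.49, 138 ± 21.5 and 131 ± 6.93 CPM and did not pass between GF and SPF (0.43, SE 0.18, adjusted p = 0.0767), but passed between GF and CGF (0.51, adjusted p = 0.0462), and passed between GF and SPF once likely doublets were removed (0.53). Of the 4 genes that the paper names for the anti-inflammatory and Treg sets, Vegfa was too low to be tested, 2 of the other 3 passed over all genes and 3 adjusted over the list alone, which is not independent evidence.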

**Fig. 3:**
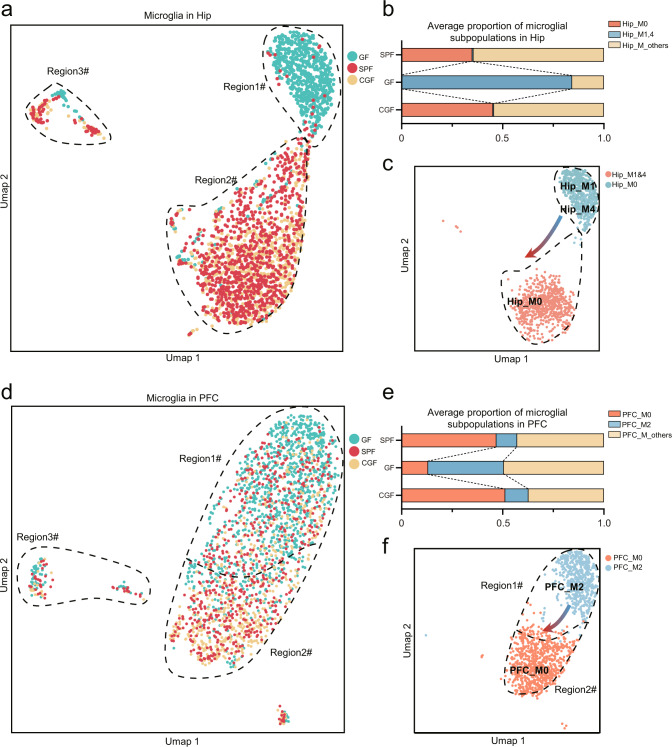
The gut microbiome modulates the mutual transformation between microglial subpopulations. **a** UMAP plot depicting microglial subpopulations divided by groups in the Hip. Graph clustering shows that GF cells were located primarily in region #1, and SPF and CGF cells were located in region #2. **b** Bar chart showing that subcluster 0 (Hip_M0) was enriched in SPF and CGF groups and diminished in GF group, subclusters 1 (Hip_M1) and 4 (Hip_M4) were enriched in the GF group and reversed by microbiome colonization. **c** UMAP plot depicting Hip_M1 and Hip_M4 located mainly at region #1, Hip_M0 at region #2. Combined with Pseudotime analysis (Supplementary Fig. 8a, c, e), the arrow showed a shifting trend of transforming relationships between Hip_M0, Hip_M1 and Hip_M4. **d** UMAP plot depicts microglial subpopulations divided by groups in the PFC. Graph clustering shows that GF cells contributed more plots in region #1 than SPF and CGF cells. Furthermore, cells in region #2 primarily belonged to SPF and CGF groups. **e** The bar chart showed that subcluster 0 (PFC_M0) was enriched in SPF and CGF groups and decreased in the GF group; subcluster 2 (PFC_M2) was enriched in the GF group and reversed by colonization. **f** UMAP plot depicted PFC_M2 mostly located at region #1, PFC_M0 at region #2. Combined with Pseudotime analysis (Supplementary Fig. 8 b, d, f), the arrow showed a shifting trend of transforming the relationship between PFC_M0 and PFC_M2.

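In PFC, subcluster 0 held 71.8% ± 5.42 of the microglia of GF, 4.72% ± 1.27 of SPF and 6.05% ± 2.33 of CGF mice (mean ± SD, n = 3, exact permutation p = 0.0179, adjusted p = 0.0402 over the 5 subclusters). Its median UMIs were 1.53 times those of all PFC microglia, among which SPF and CGF nuclei held fewer UMIs. The genes that set it apart most were Gm35188, Gm16337, Gm32036 and Gm31243.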

In the PFC, the composition ratio of PFC_M2 (37.36%) was enriched in GF relative to SPF (10.23%), and could be effectively rescued in the CGF group (11.53%; *P* = 0.011 between the three groups, one-way ANOVA; Fig. 3d, e). 

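Subcluster 1 of PFC held 12.6% ± 3.74 of the microglia of GF, 38.2% ± 12.6 of SPF and 34.7% ± 3.44 of CGF mice (mean ± SD, n = 3, exact permutation p = 0.0286), and subcluster 2 held 9.46% ± 5.95, 41.3% ± 10.9 and 42.0% ± 3.86 (exact permutation p = 0.0321), both with an adjusted p of 0.0402. The most specific genes of subcluster 1 were mitochondrial (mt-Nd4l, mt-Nd1, mt-Nd5) or, like Gm42418 and AY036118, among those that fell in GF microglia, where Gm42418 fell in GF nuclei of all 6 types. Subcluster 3, which was 0.688% in GF against 10.8% in SPF and 13.0% in CGF mice, had 64.2% of its nuclei above the doublet score threshold. Without likely doublets the difference in composition between GF and SPF mice was 74.5%.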

Meanwhile, the composition ratio of PFC_M0 was significantly reduced in GF (13.10%) compared to SPF (46.85%) and CGF (51.19%), and enriched in SPF and CGF (46.85% in SPF, 51.19% in CGF; *P* = 0.015, one-way ANOVA; Fig. 3d, e). 

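In PFC microglia as a whole, Entpd1 had 741 ± 111 CPM in GF, 174 ± 40.2 in SPF and 233 ± 29.1 in CGF mice (mean ± SD, n = 3, log2 fold change 2.06, SE 0.20, adjusted p = 8.34e-10). Mif had a log2 fold change of 1.40 (SE 0.31, adjusted p = 0.000321). Tgfb1 had 170 ± 15.0 CPM in GF and 129 ± 54.6 in SPF mice and did not pass (0.47, SE 0.23, adjusted p = 0.0826), and the counts of Vegfa were below the filter. The difference between regions in the change of Entpd1 passed its test (Hip minus PFC -1.45, adjusted p = 0.000131).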

QuSAGE analysis showed that the anti-inflammatory and Treg gene sets, such as *Entpd1, Mif, Vegfa* and *Tgfb1* (Supplementary Fig. 7e, f), were most activated in PFC_M2 (Supplementary Fig. 6e, g), and inhibited in PFC_M0 (Supplementary Fig. 6e, f). Next, Pseudotime analysis was conducted to further explore these mutual transformational relationships. 

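Diffusion pseudotime was computed on the microglia of each region from a root nucleus at the GF end of the first diffusion component, since Monocle2 was not available, so GF nuclei come first by construction and only the separation of the groups can be tested. In Hip the median pseudotime per mouse was 0.0622 ± 0.0101 in GF, 0.981 ± 0.0143 in SPF and 0.991 ± 0.00495 in CGF mice (mean ± SD, n = 3, exact permutation p = 0.0143). Without the genes called in any cell type the 3 groups had 0.141, 0.155 and 0.144 (exact permutation p = 0.300).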

Hip_M1 and Hip_M4 were more located at the start of developmental trajectories; however, Hip_M0 was more located on the middle and end (Supplementary Fig. 8a, b). In PFC, PFC_M0 and PFC_M2 showed the same trend (Supplementary Fig. 8c, d). It suggested that gut microbiota modulate transformational control between different microglial subpopulations, displaying the shift from Hip_M1&4 to Hip_M0, and PFC_M2 to PFC_M0 (Fig. 3c, f). Together, these findings demonstrated that the gut microbiome modulated the mutual transformation of microglial subpopulations in the two regions.

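The median pseudotime per mouse in PFC was 0.0418 ± 0.00212 in GF, 0.515 ± 0.00221 in SPF and 0.515 ± 0.00198 in CGF mice (mean ± SD, n = 3, exact permutation p = 0.0357). Without the genes called in any cell type the root fell among CGF nuclei, so that GF nuclei come last by construction, with 0.294 in GF and 0.152 in both other groups (exact permutation p = 0.0357). The separation of GF mice thus remained, and the sign follows from the root.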

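How far GF nuclei lie apart was also measured without cluster borders, as the share of GF nuclei among the 20 nearest neighbours that come from other libraries, with the same number of nuclei per library. For GF microglia of Hip it was 95.6% ± 1.33 and for SPF microglia 0.382% ± 0.284 (mean ± SD, n = 3), where well-mixed nuclei would give 25.0% and 37.5%. In PFC it was 95.4% ± 1.98 and 1.04% ± 0.669. The exact permutation p was 0.1 in each region, the smallest possible. The other 5 types were set apart too, with 68.2% for interneurons to 94.0% for astrocytes in Hip and 89.3% for interneurons to 98.0% for oligodendrocytes in PFC. Without the genes called in any type, the GF minus SPF difference went from 95.2 to -5.34 percentage points for hippocampal microglia, where mixed nuclei give a negative value too, and was 42.4 points for microglia of PFC (52.3% and 9.92%).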

To ensure these findings, we further carried out an independent snRNA-seq analysis of Hip among GF, SPF and CGF (*n* = 3/group), named batch 2 (B2). Generally, two batches of single-cell transcriptome data were highly consistent in the number of capturing cells (Supplementary Fig. 9a) and identification of the cell types (Supplementary Fig. 9b). In the analysis of microglia subtypes, we found that the three hippocampal microglial subpopulations observed in batch 2 were also highly similar to B1_Hip_M0, M1 and M4 (Supplementary Fig. 9c*;* Fisher’s exact test; Supplementary Table S7). Odd ratio of B2_Hip_M2 and M3 versus Hip_M0 were 133.6 (FDR = 3.00E–04) and 91.4 (FDR = 2.34E–05), B2_Hip_M0 versus Hip_M1 and M4 were 99.2 (FDR = 3.14E–89) and 27.7 (FDR = 3.90E–29). Furthermore, proportion of these subpopulations showed mutual transformation among groups (Supplementary Fig. 9d, e), B2_Hip_M2 and M3 increased in SPF and CGF, decreased in GF like B1_Hip_M0, moreover, B2_Hip_M0 showed opposite trend like B1_Hip_M1 and M4.

### The microglial genes rescued by microbial colonization are linked with AD and MDD

To explore potential associations between the rescued genes and representative neuropsychiatric disorders, the DisGeNET database [51] was used for Disease Enrichment analysis. In both the Hip and PFC, the microglial genes rescued by microbial colonization were linked to neuropsychiatric diseases such as AD (*n* = 173 in Hip and 174 in PFC), MDD (*n* = 98 and 61), and autism (*n* = 116 and 52; Fig. 4a, b).

**Fig. 4:**
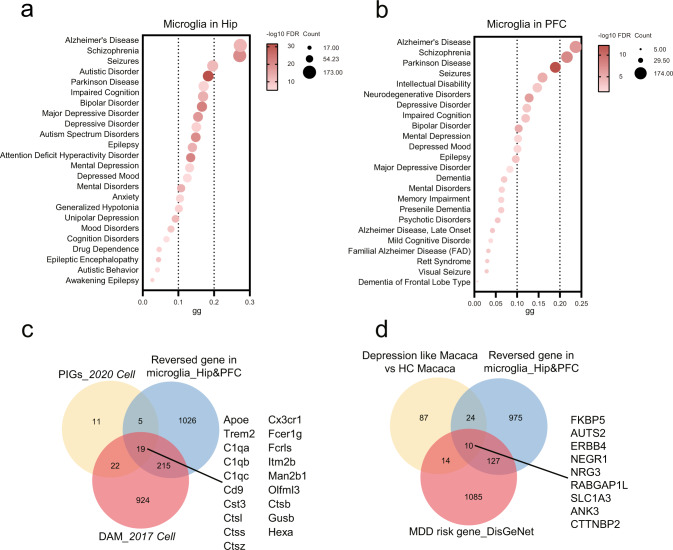
Microglial genes regulated by the gut microbiota are linked with AD and MDD. **a**, **b** In Hip (**a**) and PFC (**b**), reversed microglial genes were closed to neuropsychiatric diseases, such as AD and MDD. **c** 19 genes overlapped between plague-induced genes (PIGs), disease-associated microglia (DAM), and reversed genes, including *Apoe, Cx3cr1, Trem2, Fcer1g, C1qa, Fcrls, C1qb, Itm2b, C1qc, Man2b1, Cd9, Olfml3, Cst3, Ctsb, Ctsl, Gusb, Ctss, Hexa*, and *Ctsz*. **d** Ten genes overlapped between microglial DEGs in depression like macaque (unpublished data), MDD risk gene in the DisGeNet database and reversed genes in microglia (converted to HUGO Gene Symbol), including *FKBP5, AUTS2, ERBB4, NEGR1, NRG3, RABGAP1L, SLC1A3, ANK3, CTTNBP2*, and *ITGB5*.

Single-cell studies of AD and MDD were selected to further confirm these findings. AD had the highest numbers of rescued microglial genes in the Hip and PFC, and we had a long-term interest in MDD. We found that, although the cell types associated with distinctive diseases were different, a large number of disease risk genes aligned with the microglial genes rescued by microbial colonization (Fig. 4a). In particular, for AD, 19 microglial genes overlapped between PIGs [52] (plague-induced genes), DAM [22], and reversed genes, including *Apoe, Fcer1g, C1qa, Frcls, C1qb, Itm2b, C1qc, Man2b1, Cd9, Olfml3, Cst3, Trem2, Ctsl, Ctsb, Ctss, Gusb, Ctsz, Hexa*, and *Cx3cr1* (Fig. 4d). 

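All 19 genes were tested in microglia of both regions. In Hip, 17 were DEGs between GF and SPF mice, all higher in GF, and in PFC all 19 (the same counts adjusted over the list alone, which is not independent evidence, since the list was chosen by overlap with DEGs of these nuclei). Against CGF mice 18 passed in each region. As a set they had a median log2 fold change of 0.94 in Hip (fry, adjusted p = 0.0001) and 1.67 in PFC (adjusted p = 5.63e-05). Those of the 19 that could be tested in the other 5 types rose there as a set too. Their medians were 0.33 in excitatory neurons to 0.69 in OPC of Hip. In PFC they were 0.37 in excitatory neurons to 1.51 in OPC, so the rise of the set is not particular to microglia. The 2 that did not pass in Hip were Ctsb (0.19, adjusted p = 0.482) and Gusb (0.44, adjusted p = 0.166). Cst3, which changed most of the 19 in PFC, went from 1084 ± 97.1 CPM in SPF to 4302 ± 554 in GF mice of Hip (mean ± SD, n = 3, log2 fold change 1.99, SE 0.16, adjusted p = 9.36e-09) and had a log2 fold change of 3.00 in PFC (SE 0.23). Once the trend on gene length and GC content was removed, Ctsl no longer passed in Hip (0.60) and Apoe turned its sign there (-0.03). Trem2 no longer passed in PFC after that removal (0.23), nor without likely doublets (0.44). Ctsz did not pass in PFC against CGF mice (0.16, adjusted p = 0.626), nor against SPF mice with DESeq2 or without likely doublets. The 100 most abundant microglial genes, as a yardstick, rose by a median of 0.17 in Hip and 0.99 in PFC.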

As for MDD, we used our single-cell analysis of dorsolateral PFC from a non-human primate depression model (unpublished data, not shown), and matched them against MDD risk genes in the DisGeNet database. We found 10 overlapped genes, including *FKBP5, AUTS2, ERBB4, NEGR1, NRG3, RABGAP1L, SLC1A3, ANK3, CTTNBP2*, and *ITGB5* (Fig. 4e). These findings demonstrated that microglial genes reversed by microbial colonization were mainly linked with AD and MDD, suggesting that microbial modulation of these key microglial genes via the gut-brain axis may be a potential therapeutic strategy for AD and MDD.

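Of the 10 mouse orthologs, all 10 were DEGs between GF and SPF microglia of Hip and 9 in PFC (10 in both adjusted over the list alone, which is not independent evidence for genes chosen among DEGs of these nuclei). Against CGF mice the counts were 10 and 9. Fkbp5 and Itgb5 were higher in GF mice, and the others lower in Hip. Fkbp5, on chromosome 17 of GRCm38 from 28399094 to 28517527, had 1222 ± 119 CPM in GF, 240 ± 53.8 in SPF and 199 ± 30.2 in CGF mice of Hip (mean ± SD, n = 3, log2 fold change 2.34, SE 0.17, adjusted p = 2.44e-09), and its log2 fold change was 3.51 in PFC (SE 0.24). Fkbp5 rose in other types as well, though less than in microglia. In Hip its log2 fold change was 1.30 in astrocytes, 1.63 in oligodendrocytes and 0.82 in OPC, all DEGs, and -0.02 in both neuronal types. In PFC it was a DEG in the other 5 types too, by 0.98 in interneurons to 2.47 in astrocytes. Nrg3 had the largest fall in Hip (-2.03, SE 0.17) and Auts2 in PFC (-2.83, SE 0.20). Slc1a3, a gene with high levels in astrocytes, fell in Hip by 0.46 (adjusted p = 0.0457). Its fall there did not pass without likely doublets (-0.38) or after thinning (-0.44). It was also lost without CGF mouse 17, without GF mouse 5, 6 or 7, or without SPF mouse 31. In PFC Slc1a3 did not pass, and its sign was positive (0.47, adjusted p = 0.0669). Removal of the trend on gene length and GC content turned the sign of Auts2 (0.09) and Rabgap1l (0.26) in Hip and of Erbb4 (0.56) and Rabgap1l (0.54) in PFC. It also took Ank3 (-0.40), Erbb4 (-0.59), Negr1 (-0.10) and Slc1a3 (-0.31) off the threshold in Hip.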

### Cross-species analysis showed that microglia subpopulations regulated by gut microbiota were associated with AD and MDD

Next, we further verified whether the transcriptomic changes of these 5 microglial subpopulations were linked with AD and MDD. We performed cross-species analysis of the association between these 5 microglial subpopulations and these two disorders by using animal and human sc/snRNA-seq data from five publications [22–24, 53], and snRNA-seq analysis from our non-human primate depression model (unpublished data, not shown). The marker genes of 5 microglia subpopulations were compared with the microglial marker genes or enriched DEGs associated with these diseases. We found that transcriptomic changes of these microglial subpopulations were highly associated with AD and MDD across human, mouse, and macaque (Fig. 5a). Furthermore, the noted DAM was highly similar to Hip_M1 (Fisher’s exact test, FDR = 3.52E–30, odd ratio = 7.379; Supplementary Table S4) and Hip_M4 (Fisher’s exact test, FDR = 3.32E–08, odd ratio = 3.896). In addition, we found that only PFC_M2 was significant relative to MDD-associated microglia in Macaca (Fisher’s exact test, FDR = 0.001, odd ratio = 2.605). This cross-species analysis provided evidence that microglia subpopulations’ transcriptomic changes modulated by gut microbiota were highly linked with AD and MDD.

**Fig. 5:**
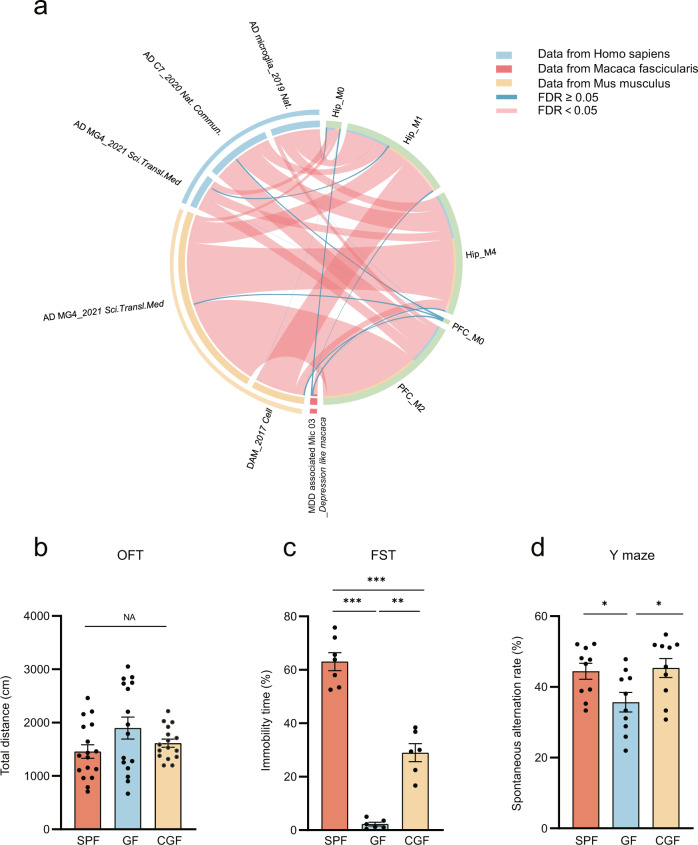
Cross-species analysis described that microglia subpopulations regulated by the gut microbiota were associated with AD and MDD. **a** Circos graph shows microglial subpopulations highly associated with AD and MDD cross humans, mice and macaca (proportion of segment means –logFDR, Fisher’s exact tests, FDR-BH corrected). **b** The OFT showed no differences in locomotion activity in the three groups (SPF, *n* = 17; GF, *n* = 16; CGF, *n* = 16; data are mean ± SEM; NA means *P* = 0.109; *P* values are from ANOVA test). **c** GF mice displayed decreased immobility time in FST and restored partially in CGF mice (*n* = 6 in GF and CGF, *n* = 7 in SPF; data are mean ± SEM; GF vs. SPF, ***P = 3.00E–06; GF vs. CGF, **P = 0.0011, SPF vs. CGF, ***P = 6.10E–05; *P* values are from ANOVA post hoc analysis-Tamhane T2 test). **d** The decrease of spontaneous alternation rate of GF mice in the Y-maze test compared to SPF mice was restored in CGF mice (*n* = 10/group; data are mean ± SEM; GF vs. SPF, *P = 0.022; GF vs. CGF, *P = 0.012; *P* values are from ANOVA post hoc analysis-LSD test).

### Behavioral tests support the association between gut microbiota, AD, and MDD

We used an animal behavioral test panel related to AD and MDD including OFT, Y-maze and FST to confirm the above findings. There was no difference in locomotion activity between the three groups (*P* = 0.109; Fig. 5b). However, the percent immobility time was significantly decreased in the FST of GF compared to SPF mice (*P* = 6.9879E–11), suggesting impacts on behavior despair. Microbial colonization increased the percent immobility time in CGF mice, although it was not completely restored to the same level as in SPF mice (Fig. 5c). In the Y-maze test, the spontaneous alternation rate was significantly decreased in GF relative to SPF (*P* = 0.023), and this change could be completely reversed by microbial colonization (CGF) (*P* = 0.013; Fig. 5d). This behavioral test suggested a close association between the gut microbiome and short-term memory changes. Together, our behavioral studies support the single-cell observations that transcriptomic changes of microglial subpopulations were highly linked with AD and MDD.

## Discussion

Our study showed that the absence of a gut microbiome significantly affected transcriptional changes at the single-cell level, especially in microglia and their subtypes. Microbial colonization could effectively reverse these transcriptional changes. Significantly, we found that the gut microbiome modulated mutual transformation of microglial subtypes. Cross-species analysis showed that transcriptomic changes of microglial subpopulations were linked with AD and MDD, and with animal behavior changes relevant to these diseases. Our findings provide new evidence for how the gut microbiome may regulate brain function through the MGB at single-cell molecular resolution. Furthermore, these findings may pave the way for a better understanding of the pathophysiological mechanisms of AD and MDD.

In recent years, important progress has been made in understanding how the gut microbiome affects the brain [1, 2], but its transcriptional changes at the single-cell level have not been uncovered. Here, we found that the lack of a gut microbiome can lead to systematic changes in the transcription of neuronal and glial cells. Among them, microglia were most vulnerable to the influence of the gut microbiome. In line with our findings, Erny et al. observed significant differences in microglial structure and function between SPF and GF mice [54], and Thion et al. found that signals from the maternal gut microbiome may shape fetal microglia developmental trajectories near birth [55]. We found that most microglial DEGs derived from microglia could be rescued by microbial colonization. For example, changes in a panel of GABA DEGs (e.g., *Gabarap, Gabarapl2, Gabra2, Gabrb1*) were reversed by microbial recolonization, suggesting the gut microbiome may influence GABA-related signaling pathways. Our findings are consistent with several publications reporting GABA-related signaling pathways modulation through the MGB axis [15, 56, 57], although the specific cell types impacted in those studies were not delineated. Olson et al. have shown that a ketogenic diet could reduce seizures through gut-brain GABA-related pathways [15]. Cryan et al. reported that *Lactobacillus* strain ingestion regulates emotional behaviors and central GABA receptor expression in mice [56]. We have also reported that the gut microbiome may be linked with schizophrenia through the gut-brain glutamate-glutamine-GABA cycle [57]. Since microglial gene transcription was both affected by the lack of a gut microbiome, and could be rescued by microbial colonization, targeted regulation of microglial transcription through the MGB axis may represent a promising new therapeutic avenue for brain disease. In addition, we found that gut microbiome absence significantly increased microglia-astrocyte communication, which could not be reversed by microbial colonization. This result suggests that the roles of microglia-astrocyte communication in MGB-axis-related diseases need to be further explored in the future.

While we observed that microglia were most vulnerable to gut microbiome absence, single-cell technology provides an advantage to further clarify the major altered microglial subtypes. Here, we found that the gut microbiome regulated mutual transformation of microglial subpopulations, which could be effectively reversed by microbial colonization. Functionally, these altered microglial subpopulations were enriched with anti-inflammatory and Treg gene sets, suggesting changes in inflammation-related signals. In line with our findings, Shemer et al. found that peripheral inflammation induced by lipopolysaccharide (LPS) could result in microglial activation changes [58, 59]. Meanwhile, Erny et al. also observed increased LPS levels in GF mice relative to SPF mice [54]. In the future, it is necessary to further explore how the gut microbiome mediates the transformation of microglial subtypes through inflammatory pathways.

Interestingly, one of the marker genes of Hip_M1&4, *Mafb* [60], is a principal transcription factor that regulates adult microglial homeostasis. 

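In PFC microglia as a whole, Runx1 had 697 ± 105 CPM in GF, 317 ± 48.2 in SPF and 269 ± 50.2 in CGF mice (mean ± SD, n = 3, log2 fold change 1.11, SE 0.19, adjusted p = 1.01e-05). Selplg had 1171 ± 102, 339 ± 37.1 and 407 ± 82.2 CPM (1.79, SE 0.19, adjusted p = 3.19e-09). In Hip, Runx1 did not pass (0.12, adjusted p = 0.594), except once the trend on gene length and GC content was removed (0.60), and Selplg did (0.99, adjusted p = 5.95e-05). Both regional differences passed their own test, with Hip minus PFC of -0.91 for Runx1 and -0.71 for Selplg.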

We also observed that *Runx1* [61] and *Selplg* [62], which were marker genes of PFC_M2, involved in maintaining microglial homeostasis, could be the inducer of PFC_M2. Thus, we compared our data with the research on precise typing of microglia [63] and detailed information was listed in Supplementary Table S8. Hip_M1, Hip_M4, and PFC_M2 which were enriched in GF mice showed abundant homeostatic signatures and inflammatory signatures (Supplementary Fig. 10a, b); however, Hip_M0 and PFC_M0 which were rescued by microbial colonization showed homeostatic signatures. We thought the absence of microbiome may bring disturbance to homeostatic microglia and endows it with inflammatory-related function.

In addition, using cross-species analysis, we found that transcriptome changes of microglial subpopulations regulated by gut microbiota were associated with AD and MDD. Previously, clinical and animal studies have shown that AD and MDD were accompanied by disturbances of the gut microbiome [4, 9, 13, 64]. Targeted intervention of the gut microbiota with drugs, prebiotics, and short-chain fatty acids has potential therapeutic value for these two disorders. Significantly, recent single-cell investigations have shown that AD was associated with specific changes in microglial subtypes [22–24, 53], and intervention of microglia subtypes showed a potential therapeutic effect [22]. In agreement with these findings, we found that some altered classic genes in microglia, such as *Apoe* and *Trem2*, could be reversed by microbial colonization. 

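Apoe, on chromosome 7 of GRCm38 from 19696109 to 19699188, had 1391 ± 529 CPM in GF, 861 ± 127 in SPF and 704 ± 3.64 in CGF microglia of Hip (mean ± SD, n = 3, log2 fold change 0.69, SE 0.20, adjusted p = 0.0127 against SPF and 0.98, adjusted p = 0.00087 against CGF). Against SPF mice it did not pass without GF mouse 6, without GF mouse 7 or without SPF mouse 31, and its sign turned (-0.03) once the trend on gene length and GC content was removed. In PFC, Apoe had a log2 fold change of 2.36 (SE 0.20) against SPF and 2.55 against CGF mice. Trem2, on chromosome 17 from 48346401 to 48354147, had 201 ± 16.8, 75.8 ± 12.6 and 58.1 ± 20.1 CPM in Hip (1.40, SE 0.21, adjusted p = 2.52e-05). In PFC its log2 fold change was 0.83 against SPF and 0.75 against CGF mice, and the former did not pass once likely doublets were removed, nor once that trend was removed (0.23).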

Corresponding to these results, we found that the absence of a gut microbiome resulted in altered short-term memory in the Y-maze test, which was also reversed by microbial colonization. A similar phenomenon was found in depression as well, while comparing the transcriptome changes of microglial subpopulations across different species including human, monkey, and mouse. These studies suggest that the gut microbiome may be involved in the pathogenesis of AD and MDD by regulating transcriptional changes of microglial subtypes.

Nonetheless, the following caveats are worth noting: (i) advent of an unfamiliar SPF in CGF group may result in a certain degree of transient stress. (ii) Like most studies [6, 10, 15, 16], we used GF mice as the main model to study brain function affected by the MGB axis. Thus, single-cell analysis of SPF mice with antibiotic treatment would further confirm our findings. (iii) In addition, spatial transcriptomic data would help further clarify the spatial localization of these vital cell-specific genes related to AD and MDD. (iv) Finally, intervening cell-specific DEGs of microglia and their subtypes also need to be explored to uncover their roles in the development of AD and MDD.

In conclusion, using an snRNA-seq approach, we showed transcriptome changes of neural cell types modulated by the absence of gut microbiome. Microglia and their subpopulations were preferentially impacted in the Hip and PFC. The gut microbiome may regulate the mutual transformation of microglial subtypes. Furthermore, their transcriptomic changes were associated with AD and MDD. Our research provided single-cell transcriptional evidence for an in-depth understanding of how the gut microbiome affects the brain, which may help uncover the pathogenesis of AD and MDD.

## Supplementary information

Supplementary Figure and Table legends

Supplementary Figures

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

Supplementary Table S7

Supplementary Table S8

## Data Availability

All data needed to evaluate the conclusions in the paper are present in the paper and/or the Supplementary Materials. The raw single-cell sequence data reported in this paper have been made available at the Gene Expression Omnibus (GEO) repository under the accession number GSE202704.

# Supplementary material for: The gut microbiome modulates the transformation of microglial subtypes
**Source:** Mol Psychiatry. 2023 Mar 13;28(4):1611–21. doi: 10.1038/s41380-023-02017-y
**Supplement:** Supplementary file 1 — Supplementary Figure and Table legends

Supplementary materials

Supplementary Figure Legend

**Sup. Figure 1. Overview of the experimental approach and snRNA seq dataset.**

(a) Experimental schedule showing that the CGF group were 4-week-old (4w) GF mice cohoused with the SPF group for 4 weeks. Tissues from 8-week-old (8w) SPF, GF and CGF mice (n=3 in per group) were harvested for snRNA analysis.

(b,c) UMAP graph embedding plot depicted 72,226 nuclei divided into 36 unbiased initially identified clusters in Hip (b) and 67,698 nuclei in 29 unbiased initially identified initial clusters in PFC (c).

(d,e) Cell-type annotation was performed on the expression of well-established marker genes. Marker genes were coded according to the cell types in which they should be detected. The dot plot depicted the expression of known marker genes in 36 clusters in Hip (d) and 29 clusters in PFC (e). The size of the dots represents the percentage of expressed marker genes (Pct. exp.), and the color intensity represents the scaled average expression level (Avg. exp. scale).

**Sup. Figure 2. Gut microbiome absence influenced genes expressed in major cell types.**

(a,b) Volcano plots show DEGs (FDR< 0.05) expressed in microglia, astrocyte, oligodendrocyte, OPC, excitatory neuron and interneuron in Hip (a) and PFC (b).

(c) A total of 4999 and 6122 DEGs (FDR< 0.05) were obtained across six major cell types in Hip and PFC, respectively.

(d,e) Rose diagrams show that glial cells contributed more DEGs than neurons in Hip (d) and PFC (e).

(f,g) Mitochondrial dysfunction and RNA translation process were disturbed in major cell types by the absence of microbiome in Hip (f) and PFC (g).

**Sup. Figure 3. Cell-specific DEGs enrichment in distinguished pathways.**

(a,b) Heatmap of canonical pathways of interest enriched for cell-specific DEGs in six cell types by IPA.

**Sup. Figure 4. Gut microbiota absence mainly affects the microglial transcriptome in a brain region-specific manner.**

(a) Venn diagram depicted 370 genes shared in two regions, and 563 genes only changed in Hip, 694 in PFC.

(b) Heatmap of region-specific DEGs (GF vs SPF) enriched in top 20 canonical pathways. Opposite changes in synaptic function-related pathways showed a regional specificity in transcriptional changes caused by the lack of gut microbiome.

**Sup. Figure 5. The gut microbiome mainly modulated microglia-astrocyte communication.**

(a) Heatmaps showed cell-cell ligand/receptor-receptor pair for microglia with other cell types based on CellPhoneDB. Counts of interactions in GF and CGF demonstrated gut microbiome mainly influenced the microglia-astrocyte communication in both Hip (top) and PFC (bottom).

(b,c) Reversed genes mainly involved chemical synaptic transmission and cell adhesion in Hip (b) and protein binding and transport in PFC (c) by Gene Ontology enrichment analysis.

**Sup. Figure 6. Microglial subpopulations modulated by microbial absence were activated in the anti-inflammatory gene set.**

(a) QuSAGE analysis showed the anti-inflammatory and regulatory T cells (Treg) gene sets were most activated in Hip_M1 and Hip_M4 and inhibited in Hip_M0.

(b-d) The activity level of the anti-inflammatory and Treg gene sets in Hip_M0(b), Hip_M1(c) and Hip_M4(d).

(e) QuSAGE analysis showed that the anti-inflammatory and Treg gene sets were mostly activated in PFC_M2 and inhibited in PFC_M0. most activated gene sets and least activated gene sets of PFC_M0, PFC_M2.

(f,g) The activity level of the anti-inflammatory and Treg gene sets in PFC_M0(f) and PFC_M2(g).

**Sup. Figure 7. Anti-inflammatory and Treg genes activation in Hip_M1&4 and PFC_M2.**

(a-f) The average activity level of genes enriched in the Anti-inflammatory gene set and the Treg gene set of Hip_M1(a,b), Hip_M4(c,d) and PFC_M2(e,f).

**Sup. Figure 8. Pseudotime analysis confirmed a mutual transforming relationship between microglial subpopulations modulated by the gut microbiome.**

(a,b) In Hip(a) and PFC(b), microglial cells distribution on the pseudo-time trajectory depicted transforming direction, starting at state1 to state2 or state 3.

(c,d) Microglial cells distribution of each subcluster in Hip(e) and PFC(f) described a mutual transformation trend between Hip_M1&4 and Hip_M0, PFC_M2 and PFC_M0.

**Sup. Figure 9. Independent validation of microglial subpopulations modulated by the gut microbiome.**

(a) Cell consistency distribution of two batches of hippocampal snRNA-seq.

(b) Main cell types in Batch2 were consistent with batch1, including Microglia, Astrocyte, Oligodendrocyte, OPC, Excitatory neuron, Interneuron, and Ependymal cell, Endothelial cell, Smooth muscular cell, and Fibroblast (Endo&SMC&Fibro).

(c) Line diagram depicts high association between microglial subpopulations in batch1 and batch2. (Thickness of line means Odd ratio, Degree of red color means significance in FDR, B1_Hip_M0 versus B2_Hip_M2, OR=133.6, ***P = 3.00E-04; B1_Hip_M0 versus B2_Hip_M3, OR=91.4, ***P = 2.34E-05; B1_Hip_M1 versus B2_Hip_M0, OR=99.2, ***P =3.14E-89; B1_Hip_M4 versus B2_Hip_M0, OR=27.7, ***P = 3.90E-29; P values are from a Fisher’s exact test, FDR-BH corrected).

(d) UMAP graph showed the location of B2_Hip_M0, 2, and 3 in all microglia (batch2). Distribution among groups (SPF, GF, and CGF) shows B2_Hip_M0 decrease in SPF, moreover, increase in GF, after colonization, reverse in CGF. On the contrary, B2_Hip_M2 and 3 increase in SPF and CGF, and decrease in GF.

(e) The average proportion of the 3 subpopulations shows these microbiome-modulated subpopulations exist in mutual transformation.

**Sup. Figure 10. Exploration of subtype signature of these microglial subpopulations modulated by the gut microbiome.**

(a-b) Subtype annotation was performed on the expression of reported marker genes belonging to different signatures. The dot plot depicted the expression of genes in Hip (a) and in PFC (b). The size of the dots represents the percentage of expressed marker genes, and the color intensity represents the scaled average expression level.

Supplementary Table Legend

**Supplementary Table S1. Detailed information of single cell nucleus analysis in each sample.**

**Supplementary Table S2. Detailed information of reversed cell communication.**

**Supplementary Table S3. Detailed information of reversed gene of each cell type in Hip and PFC.**

**Supplementary Table S4. Detailed information of cross species analysis.**

**Supplementary Table S5. Detailed information of statistic information.**

**Supplementary Table S6. Detailed information of all captured genes and DEGs in each cell type.**

**Supplementary Table S7. Fisher test of microglia subpopulations in Hip between batch1 and batch2.**

**Supplement Table S8. Microglial subtype signature of captured subpopulations.**

# Supplementary material for: The gut microbiome modulates the transformation of microglial subtypes
**Source:** Mol Psychiatry. 2023 Mar 13;28(4):1611–21. doi: 10.1038/s41380-023-02017-y

Sup Figure 1

a

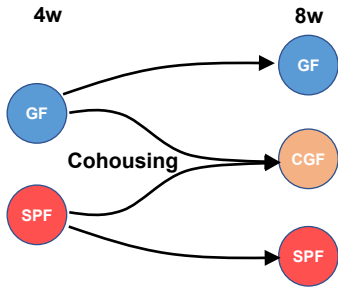

b

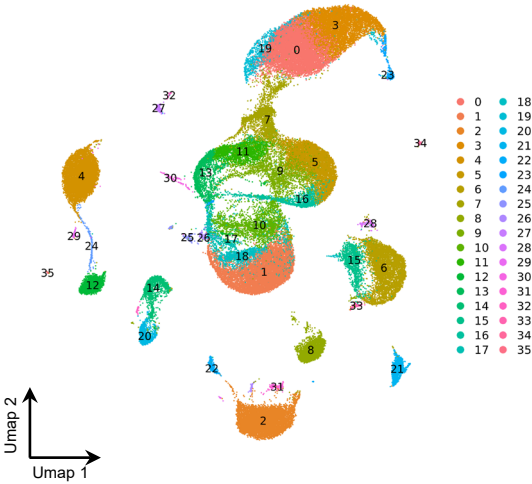

c

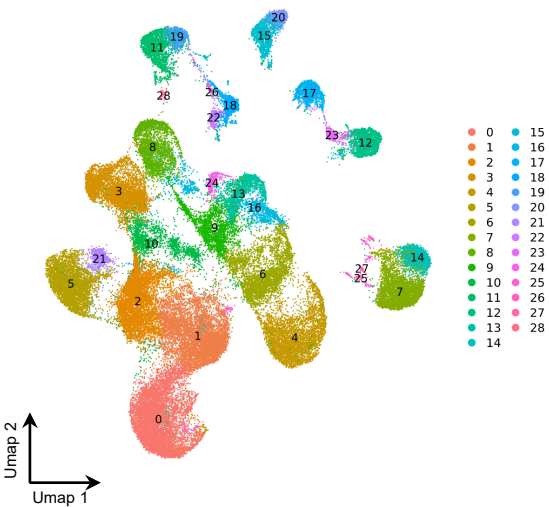

d

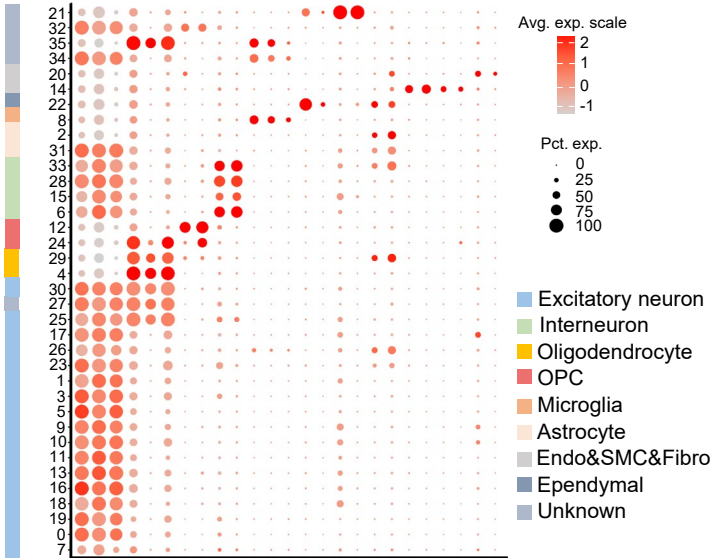

e

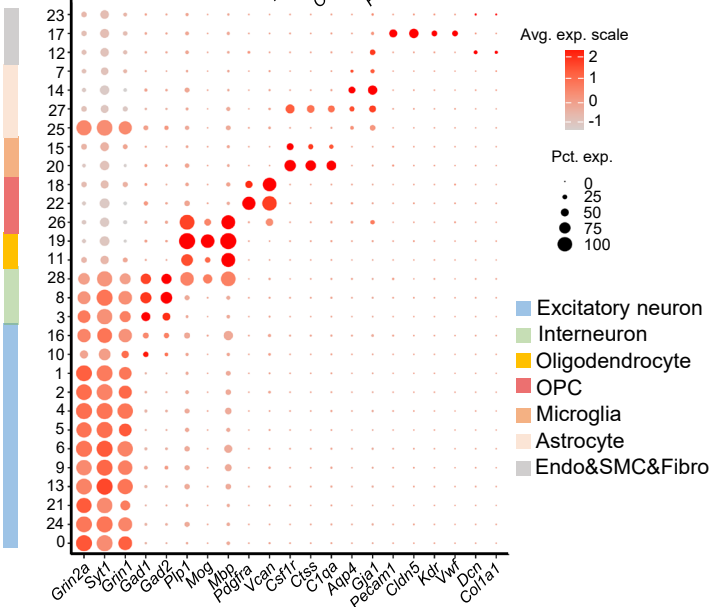

Sup Figure 2

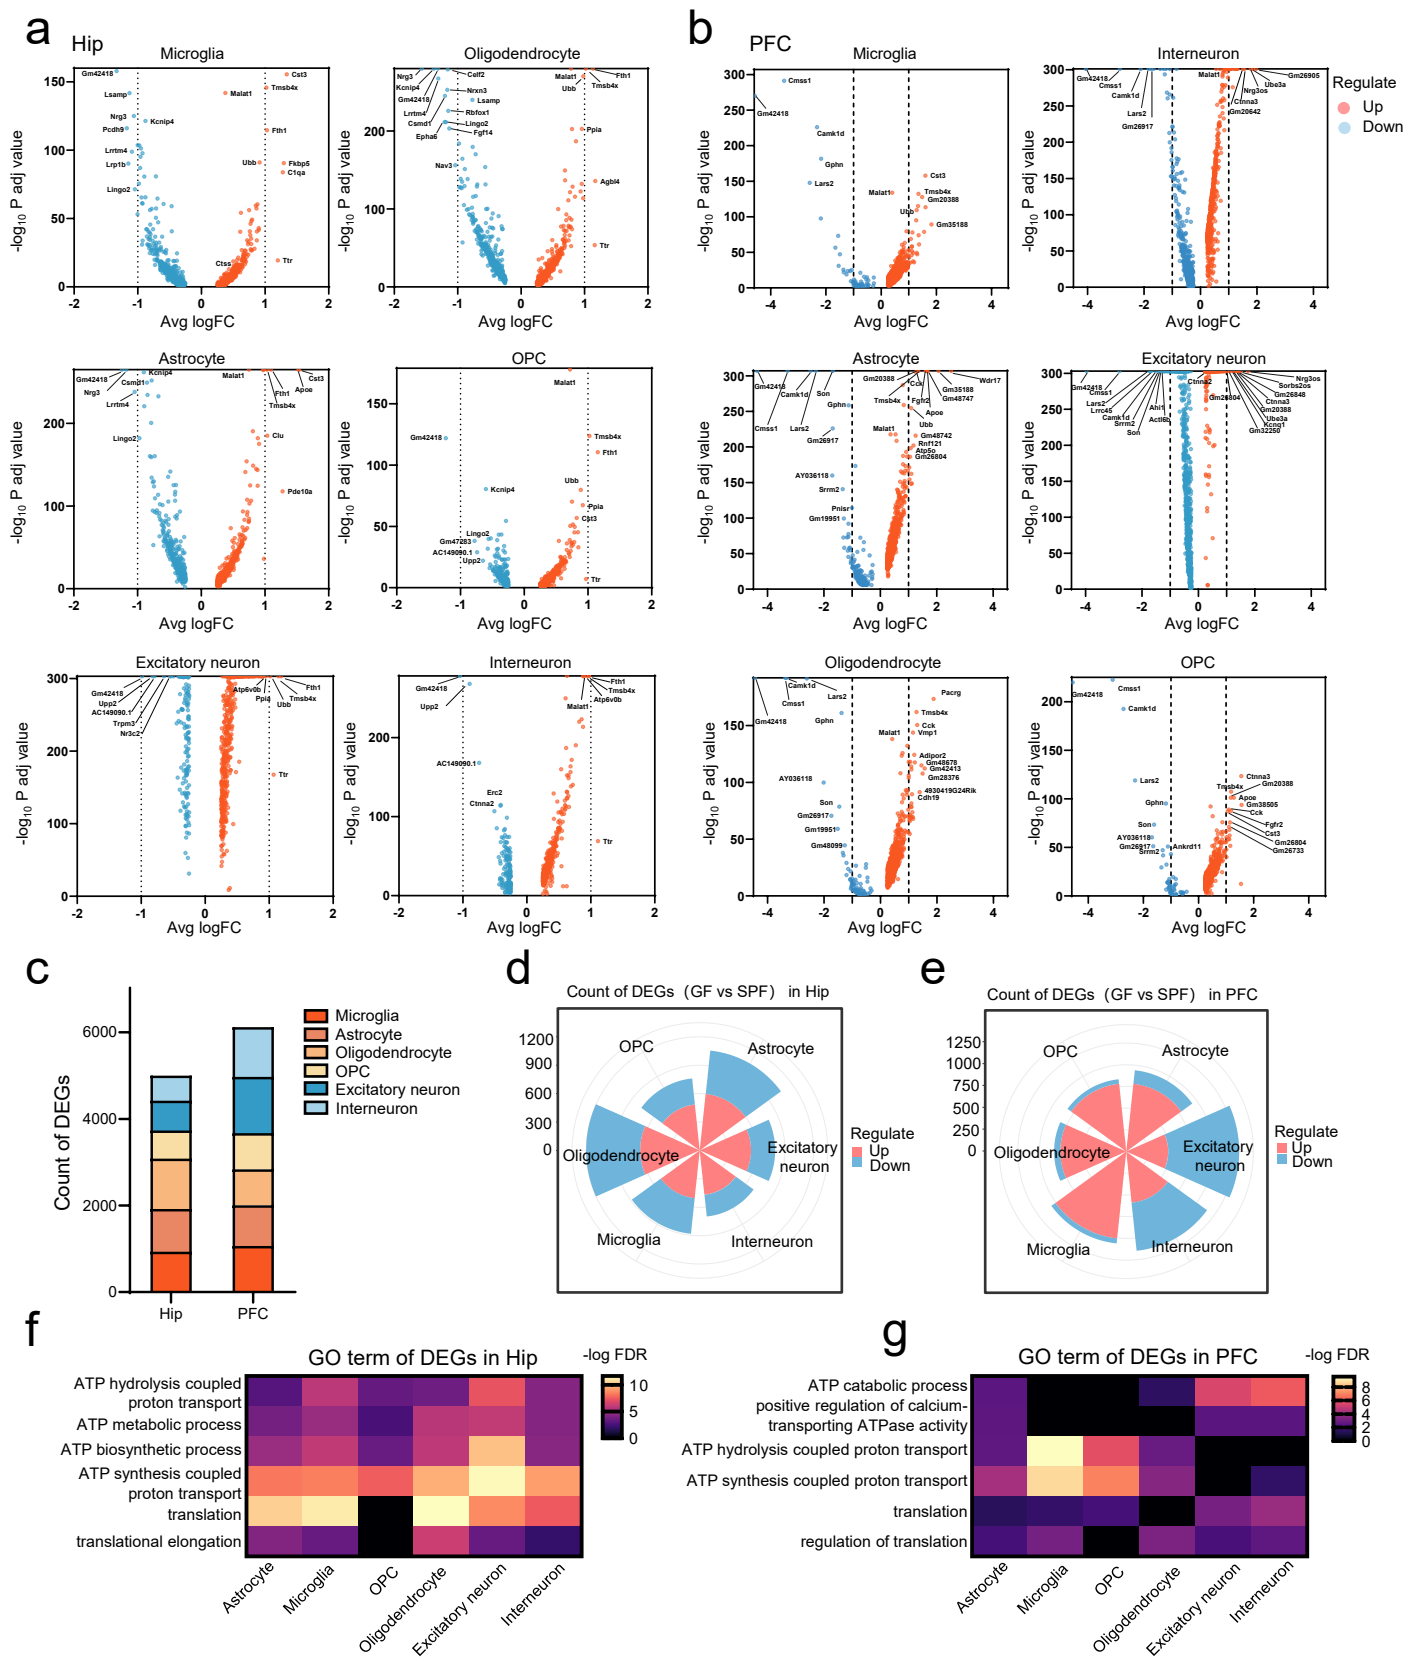

Sup Figure 3

a

Canonical pathway enriched in Hip

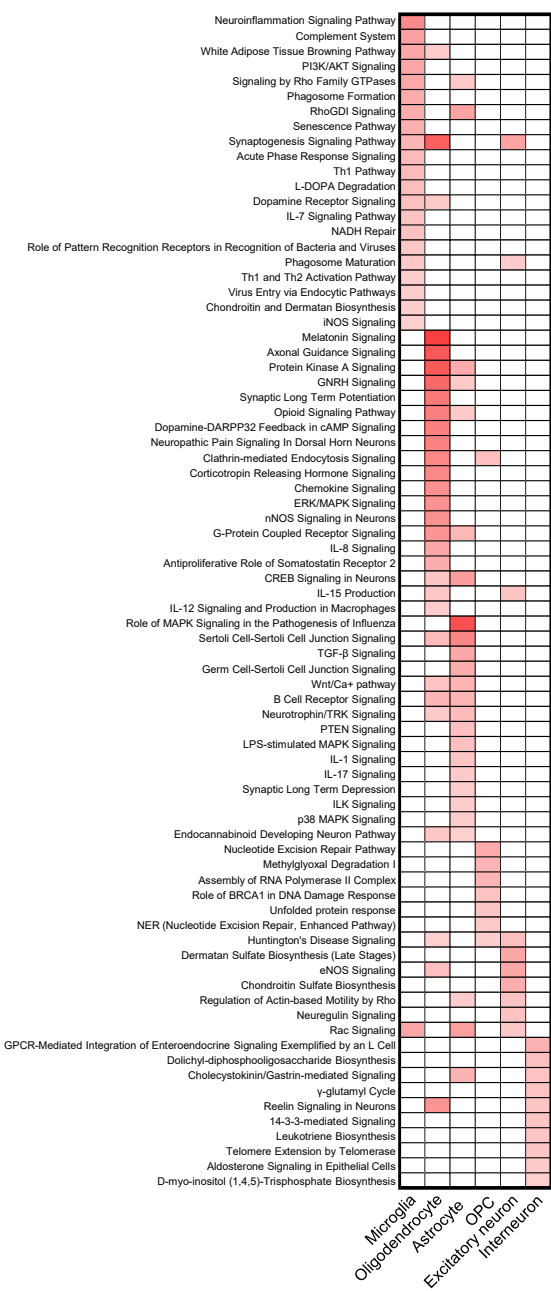

b

Canonical pathway enriched in PFC

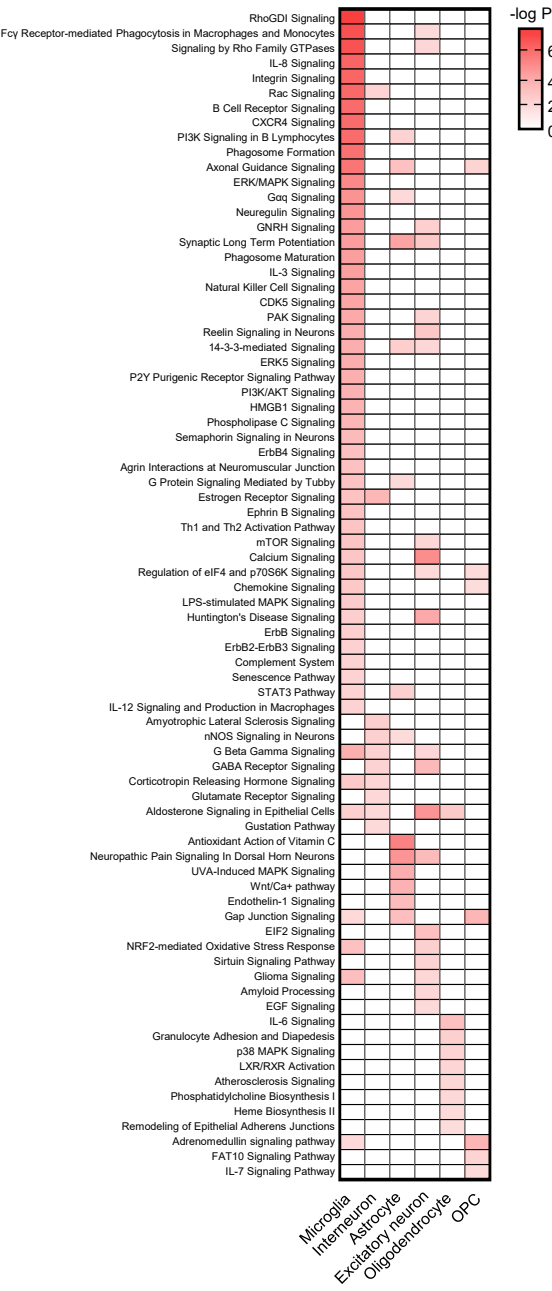

Sup Figure 4

a

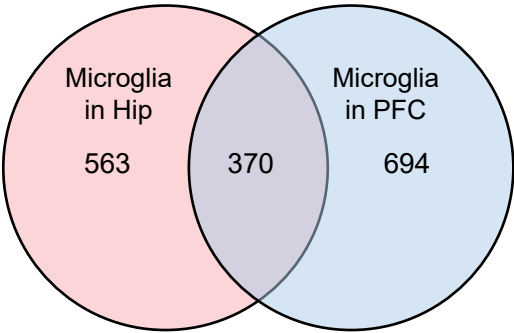

b

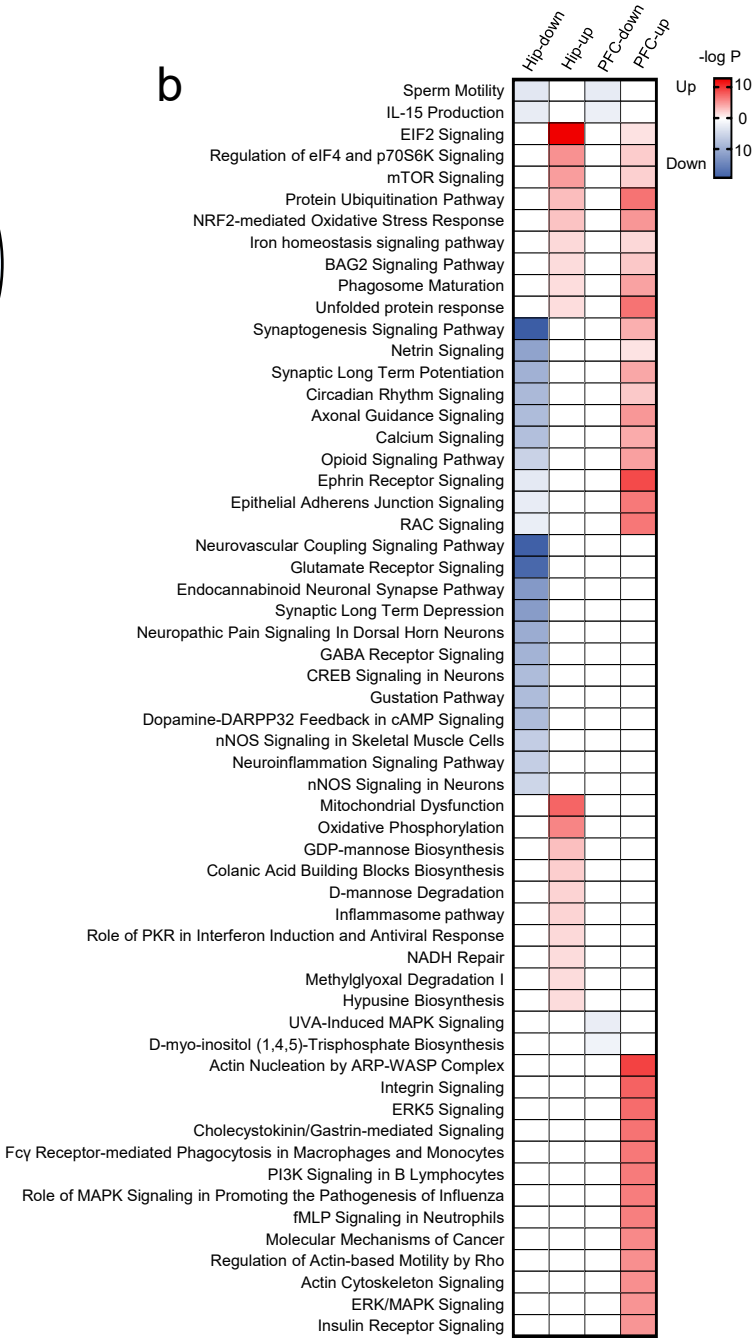

Sup Figure 5

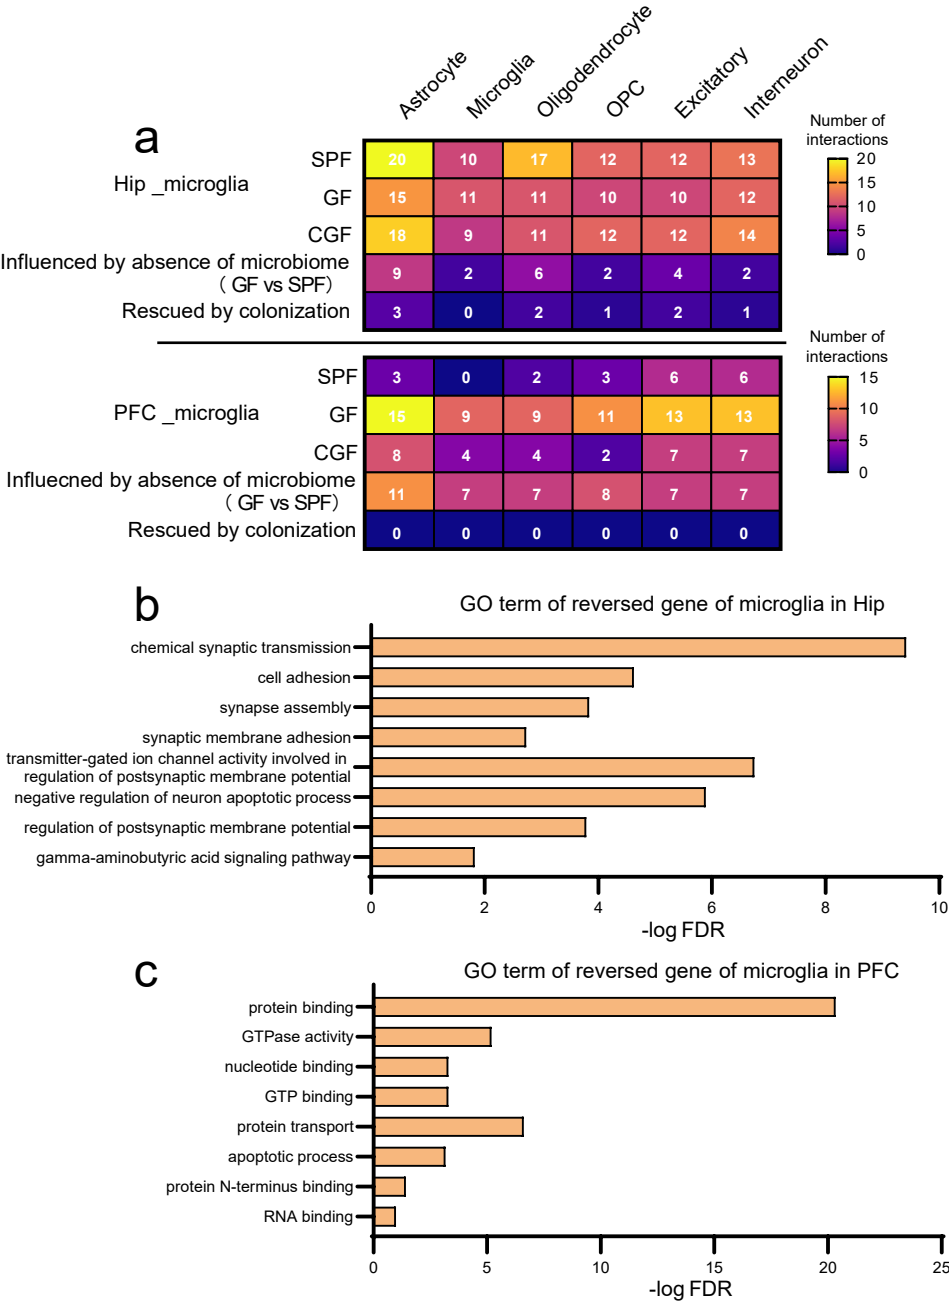

Sup Figure 6

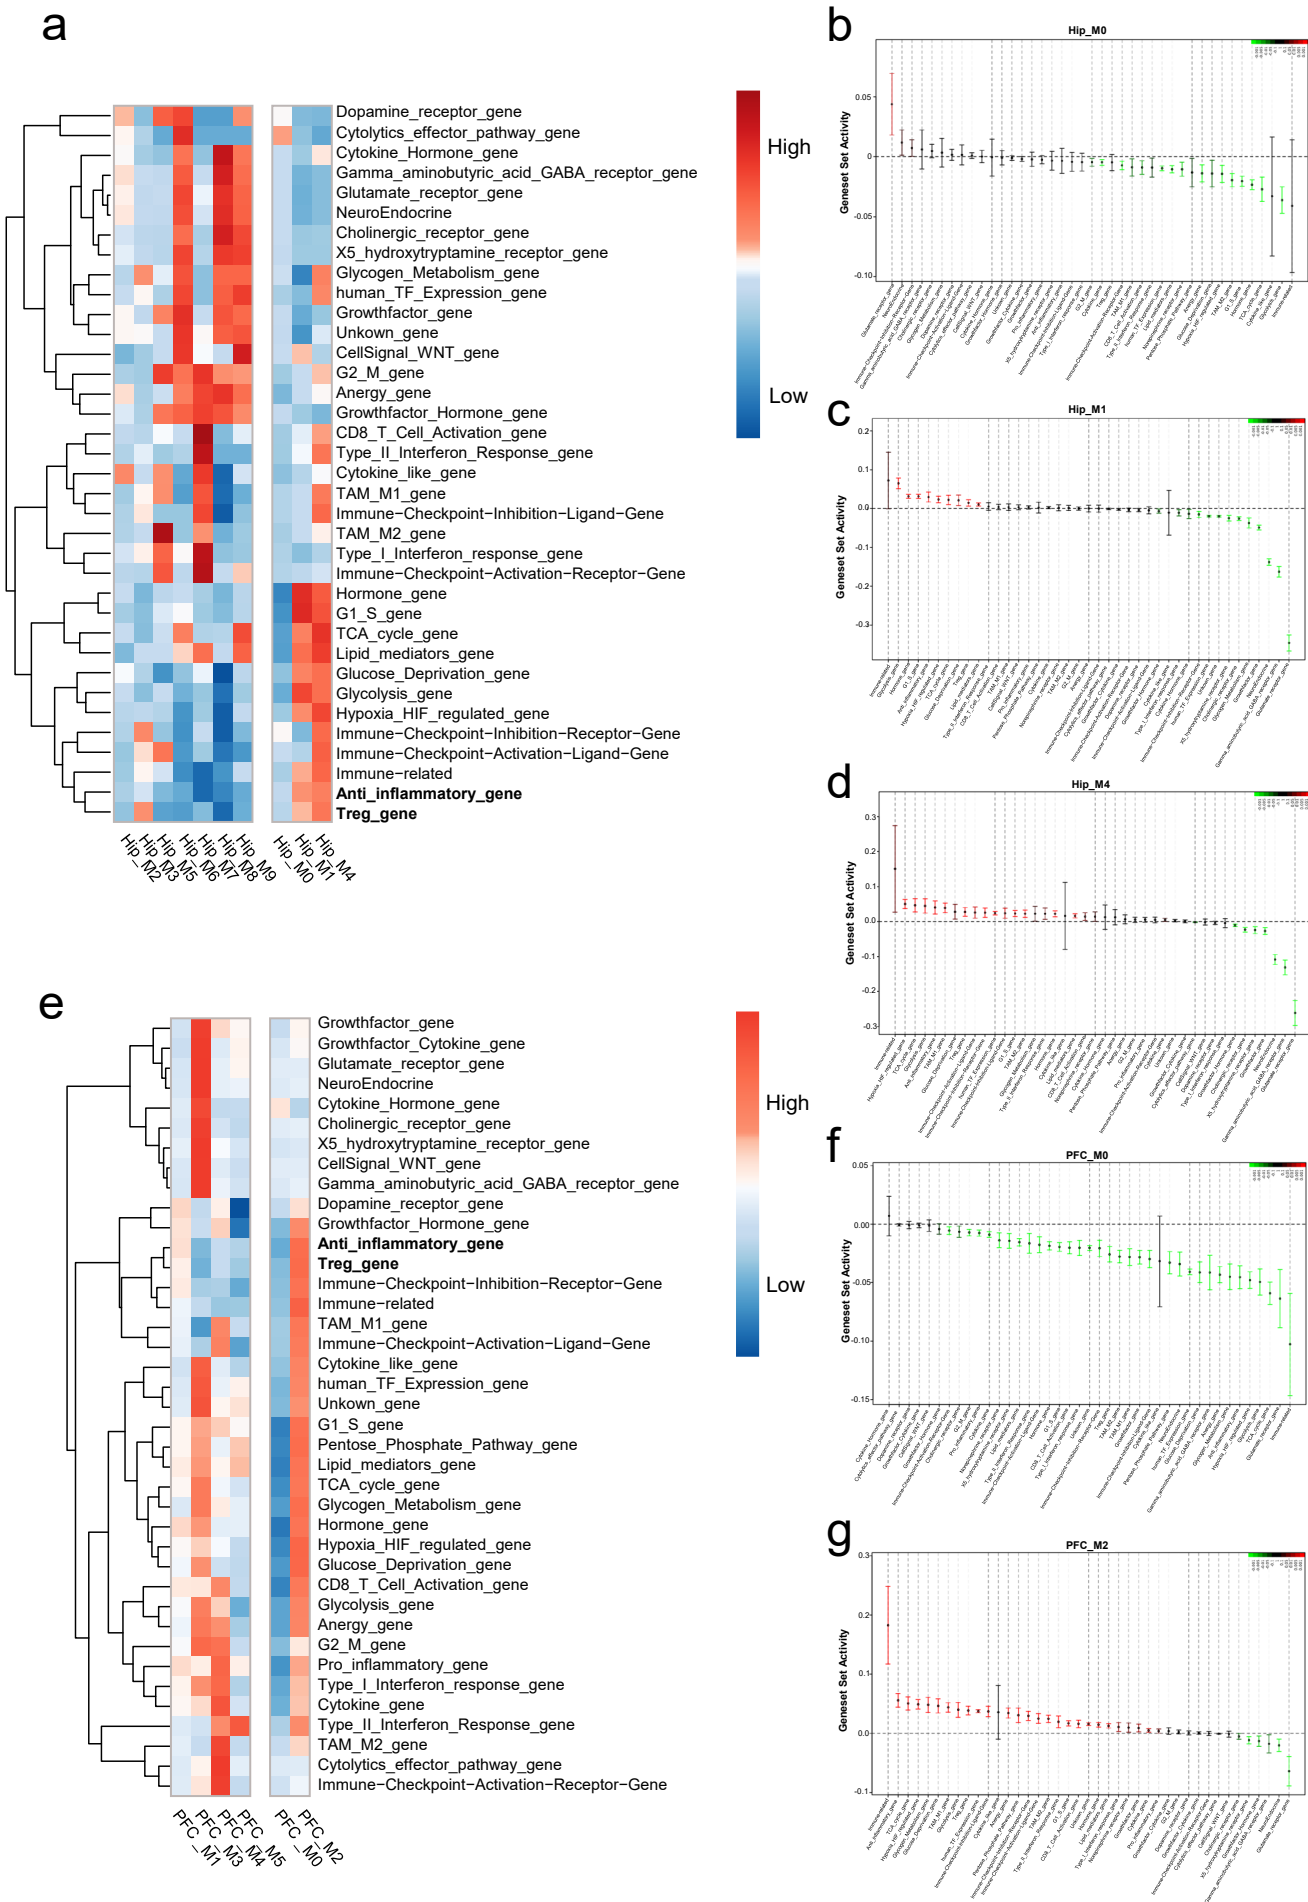

Sup Figure 7

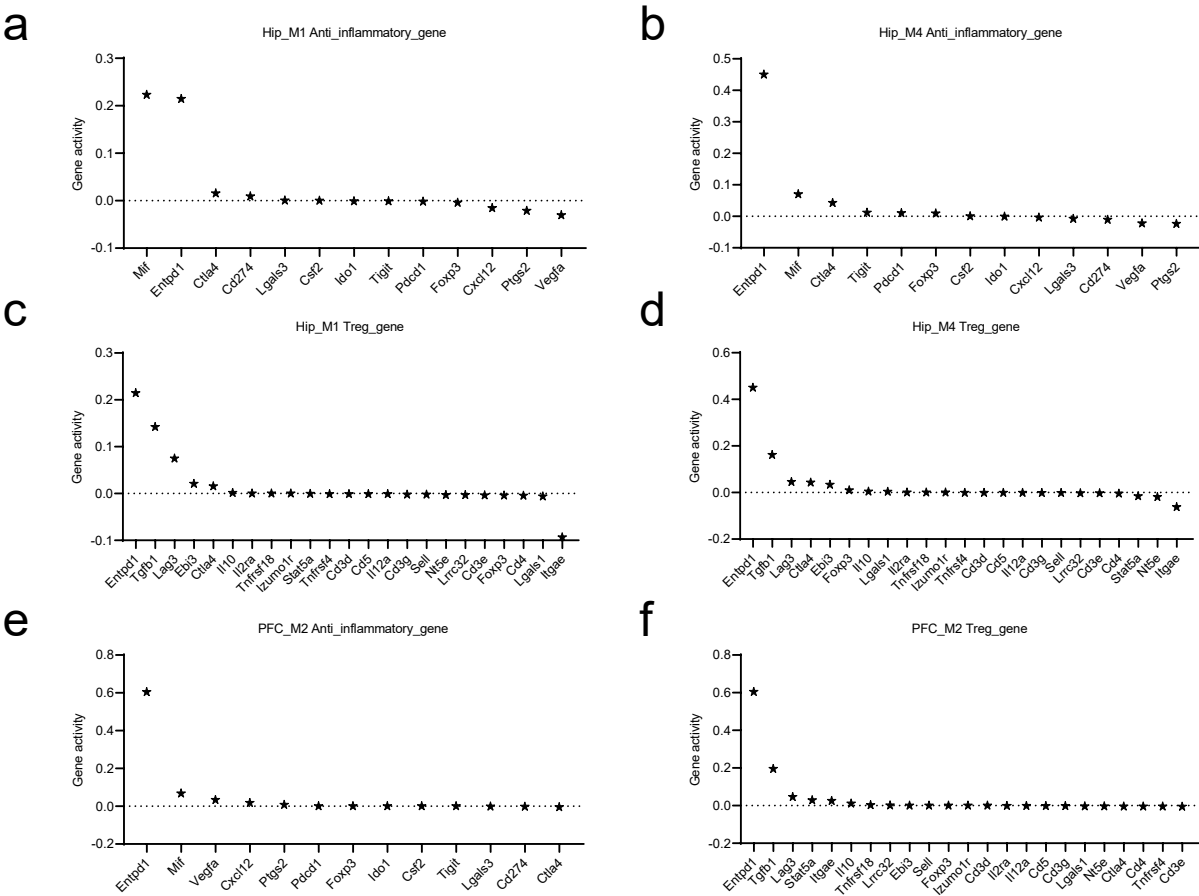

Sup Figure 8

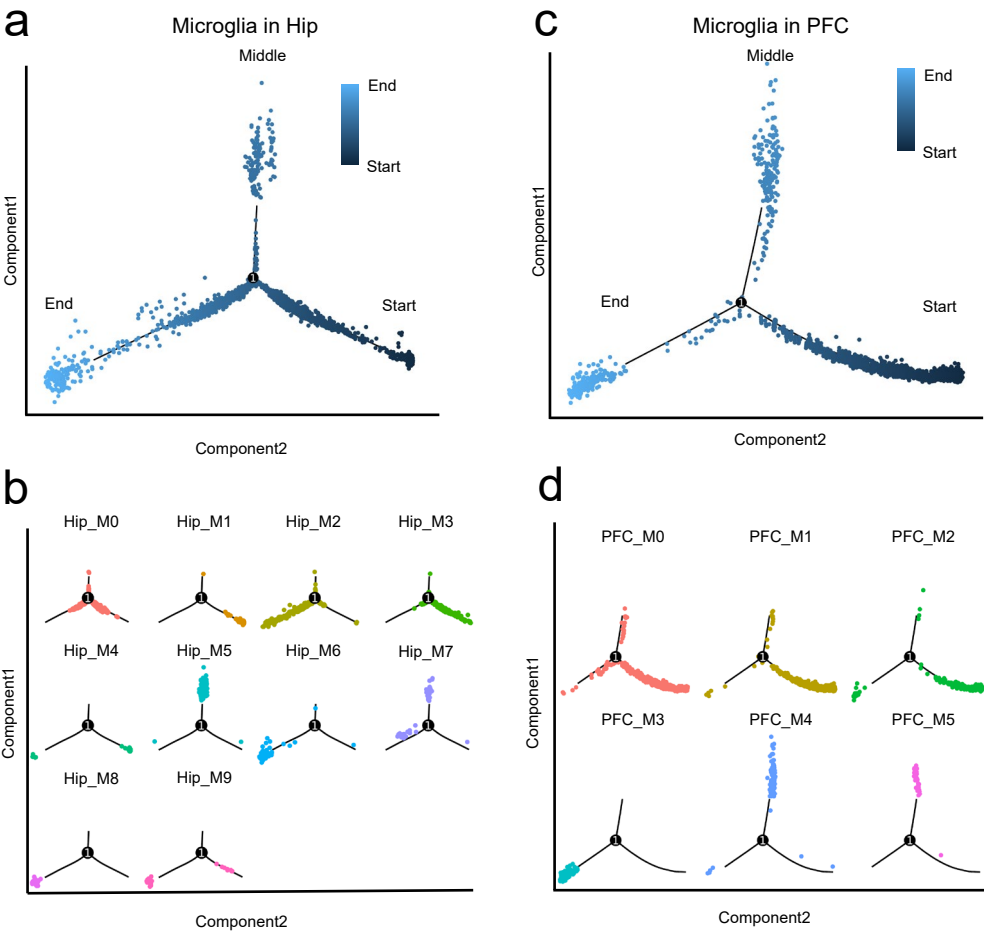

Sup Figure 9

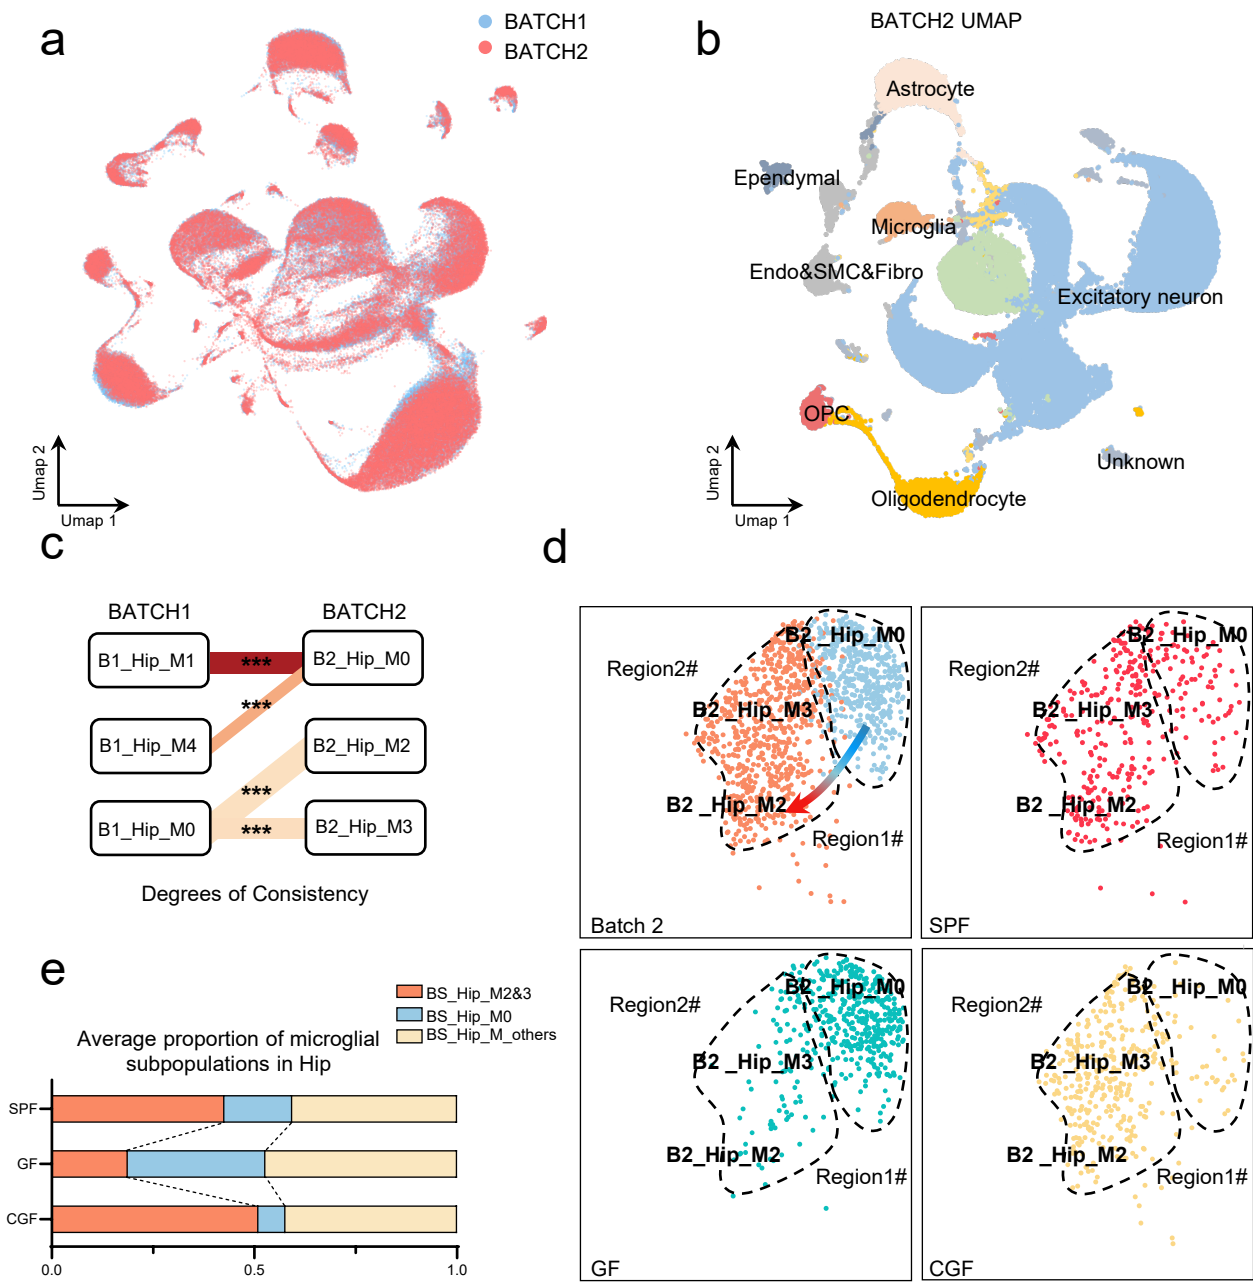

Sup Figure 10

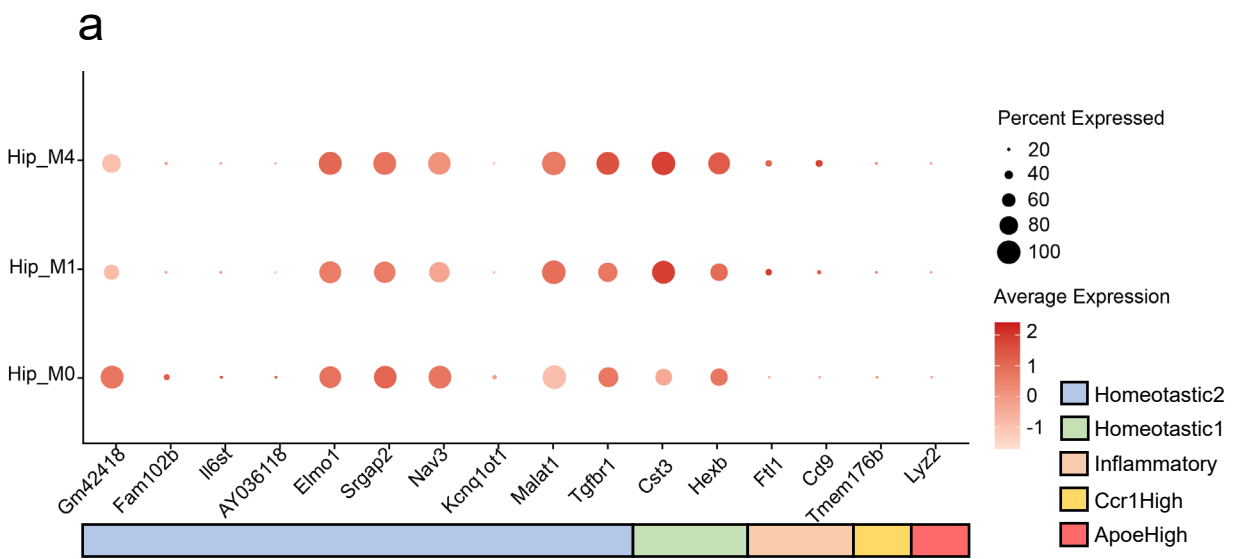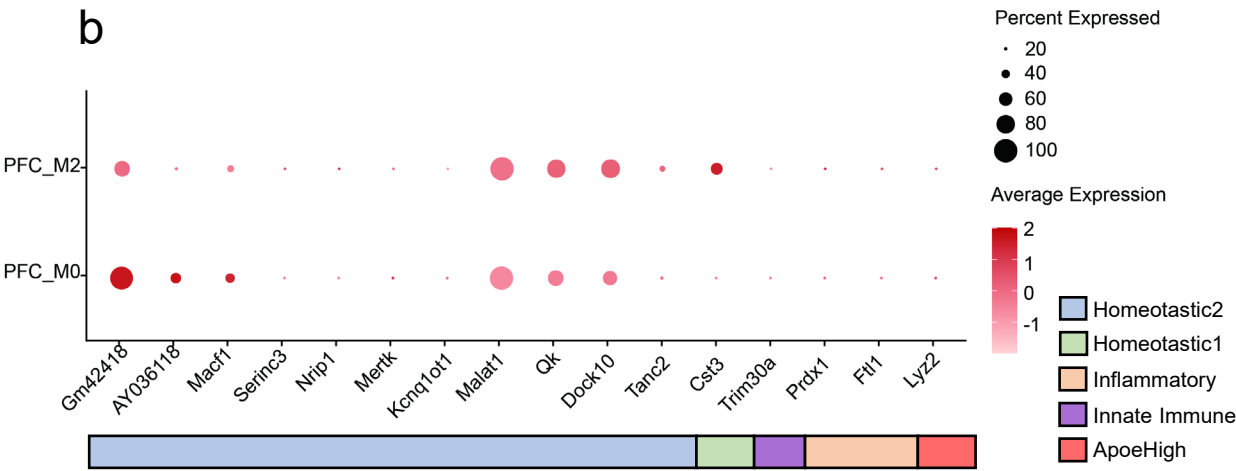

**Supplement:** Supplementary file 2 — Supplementary Figures

How the deposited data were processed for this re-analysis (not part of the article)

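Nuclei of the hippocampus (Hip) and prefrontal cortex (PFC) of 9 male mice, 3 germ-free (GF), 3 specific pathogen-free (SPF) and 3 colonized germ-free (CGF), were sequenced by the authors as 18 libraries of 10x Genomics single-nucleus RNA. The authors made the deposited counts of unique molecular identifiers (UMIs) with Cell Ranger 3.1.0, the version in the matrix headers, on mm10 with Ensembl 92. The deposited counts are whole numbers per gene and nucleus for the barcodes that Cell Ranger called as cells, with no normalization and no further filter. Whether intronic reads were counted is not stated in the paper's methods. Group and region of each library were taken from the sample labels, and the mouse number pairs both regions of an animal.

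The number of barcodes and the median UMIs and genes per barcode were checked against the paper's Table S1 and were equal, within 0.5, in 14 of the 18 libraries. In both regions the values that the table gives for GF mice 6 and 7 are exchanged between these 2 mice in the deposited libraries, which changes no value of a group.

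Nuclei with fewer than 200 genes or over 10% mitochondrial UMIs were left out. Counts were scaled to 10000 per nucleus and log-transformed, and 2000 variable genes and 10 components were clustered with 20 neighbours and Leiden resolution 1, without integration of libraries. Clusters were named by marker lists. Doublets were scored against simulated sums of nuclei of a library (50 neighbours, 30 components), and the top 0.8% per 1000 nuclei were taken as likely doublets, which were removed only in an alternative.

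UMIs were summed per mouse and cell type. The 6 major types were tested with edgeR (filterByExpr, TMM, glmQLFit and glmQLFTest) in a fit of the 9 mice of a region, with Benjamini-Hochberg adjustment and a threshold of 0.05. The standard error is the absolute log2 fold change divided by the square root of F. The difference between regions was tested as an interaction in a fit of all 18 microglial sums. Deviations from the group means of the 2 regions of a mouse correlated across 9170 genes by 0.0511 to 0.123, and by -0.0537 to -0.0224 with the other mice of the group. Gene sets were written by gene name (oxidative phosphorylation, ribosomal proteins, glutamate and GABA receptor subunits, cadherins, NRF2 targets, and the 19 PIG and DAM genes of the paper) and tested with fry from limma, adjusted over the 12 tests of both regions, with camera at a correlation of 0.01 as an alternative. Shares of nuclei, subcluster shares, neighbour shares and pseudotime were compared per mouse with exact permutation tests (1680 permutations over the 3 groups).

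The genes named in the text were set by a rule: every gene that the paper's text names for a measurement in microglia, with Adora1 in astrocytes, the genes labelled in most panels of Supplementary Fig. 2, in each region the 3 genes with the largest rise and the 3 with the largest fall between GF and SPF microglia among those past the threshold whose GF and SPF values do not overlap, and the sex-linked genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty. Of the genes under this rule, 1 is not reported here. Of the 4 sex-linked genes tested, 0 were past the threshold of edgeR in Hip and 3 in PFC, all higher in GF mice. This rule, the tests of groups and regions, the marker lists and all alternatives but the one without the 20 most abundant genes of microglia were set before the data were examined. The list of abundant neuronal genes and many tests of explanations were chosen later, as stated where they are reported.

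Alternatives were DESeq2, no filter on low counts, the size criteria of Seurat with Bonferroni adjustment, libraries thinned to the lowest mean depth of the region, likely doublets removed, the trend of each library on gene length and GC content removed, only the 6 mice of the 2 groups, the mouse as a block for the difference between regions, other clustering settings, and each mouse left out in turn. Gene length and GC content came from GENCODE vM21 (GRCm38), which held 30843 of the 30905 genes (99.8%). The list of neuronal genes holds the 100 with the highest level in excitatory neurons among genes tested in all 4 glial types whose level there is at least 2 times that in microglia. A ratio of 10 had been tried first and had given no list. Ttr was looked at together with Hbb-bs for free RNA and left out of that test after its values were seen.

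On simulated counts with 200 changed genes, edgeR recovered 66.5% in the test of the difference between regions, with 7 false calls among 9170 genes. DESeq2 recovered 64.0% in the design of Hip and 57.5% in that of PFC.

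The tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9 and leidenalg 0.10.2, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Monocle2, QuSAGE and CellPhoneDB and their databases were not available, so pathway enrichment, cell communication and the paper's own trajectories were left out, as were behaviour and the other data sets.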

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

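Apart from the tests of a tissue mix-up, of chance in the microglial share and of chance in the region difference, the tests in this part were chosen only after the result was seen: those of library construction, free RNA of neurons or blood, and dilution.

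The change from SPF to GF differed between Hip and PFC, by a test of the difference itself, in 1740 of 9170 genes of microglia, 3953 of astrocytes, 3177 of oligodendrocytes, 2229 of OPC, 10268 of excitatory neurons and 6225 of interneurons. The 10 ways to divide the GF and SPF mice are too few to exclude chance for the microglial count, and 1 of them, the real one, gave a count as large. The same test for CGF against SPF called 0 microglial genes with edgeR (476 at an unadjusted p under 0.05) and 0 with DESeq2. Hip and PFC differed in 168 microglial genes in GF mice, 3535 in SPF mice and 3502 in CGF mice. Without GF mouse 5, 6 or 7 the first of these was 108, 75 and 70. Argued against is that GF libraries of both regions hold 1 tissue, since excitatory neurons of GF mice differed between the regions in 6517 genes. A difference in library construction of the PFC libraries of SPF and CGF mice may account for the pattern: the paper's Table S1 gives these 6 libraries antisense shares of at most 3.8%, below all other libraries. The groups are confounded with it, and a biological difference between the regions stays open and untested.

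Among gene sets of microglia, the difference Hip minus PFC had a median of 0.99 for ribosomal proteins (adjusted p = 0.00598), 0.72 for receptor subunits (adjusted p = 0.0126) and -0.59 for the PIG and DAM genes (adjusted p = 0.0153) by fry. For the ribosomal proteins no explanation of the difference was tested: their median of 0.25 in PFC did not pass, and with the trend on gene length and GC content removed it was -0.56 there and 0.44 in Hip. For the receptor subunits, free RNA of neurons stays open. Abundant neuronal genes had a median log2 fold change of -1.41 in microglia of Hip, and the other glia of Hip fell too. Their medians were -1.05 in oligodendrocytes, -0.49 in astrocytes and -0.40 in OPC, and excitatory neurons had -0.54. In PFC these genes had -2.22 in microglia, but 0.48 in astrocytes, 0.27 in oligodendrocytes and -0.06 in OPC. The cause cannot be told apart, because counts of empty droplets were not used here.

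Of 89 named genes tested, the difference passed for 35, of which 31 had counts in every group. Hip minus PFC was negative for Apoe (-1.59), Cd9 (-1.43), Cst3 (-0.93), Ctsb (-1.30), Ctsl (-1.33), Ctss (-0.76), Cx3cr1 (-1.16), Eif2s3y (-1.15), Eif4h (-1.09), Entpd1 (-1.45), Fkbp5 (-1.09), Gusb (-1.49), Itgb5 (-0.70), Itm2b (-0.77), Map2k1 (-0.80), Runx1 (-0.91), Selplg (-0.71), Slc1a3 (-0.85), Tmsb4x (-0.84) and Ubb (-0.82). It was positive for AY036118 (2.98), Ank3 (1.44), Auts2 (1.77), Camk1d (2.62), Cmss1 (3.91), Cttnbp2 (1.23), Gm42418 (4.12), Gm48099 (6.50, with 4 counts in GF mice of PFC), Gphn (2.32), Lars2 (3.55) and Negr1 (1.21). A smaller share of neuronal RNA in GF microglia cannot be told apart from other explanations of the negative values. The 100 most abundant microglial genes rose by a median of 0.17 in Hip and 0.99 in PFC. A rise of 0.19 and 1.01 would follow if the summed level of the neuronal genes in microglia were that share. These values keep likely doublets, with a level in PFC of 10.4% in GF and 55.4% in SPF mice. Without likely doublets the level was 9.76% and 40.5% in PFC, and 7.50% and 21.0% in Hip. The rise that would follow is then smaller in PFC and larger in Hip. The summed level also holds transcripts of the cells themselves, since in SPF mice of PFC it was 55.4% in microglia but 69.4% in OPC.

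The share of astrocytes in Hip minus that in PFC differed between the groups with an exact permutation p of 0.0143 (adjusted p = 0.0857 over 6 types, n = 3), and that of microglia with p = 0.175, so that chance between mice may explain the latter.

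Genes that the paper does not discuss had large rises in GF microglia: in Hip, Gm26714 (3.24), Cracr2b (2.78) and Gm12166 (2.58), from 42, 40 and 68 counts in GF against 6, 8 and 16 in SPF and 62, 15 and 15 in CGF mice, so Gm26714 was not higher in GF mice alone. With a mouse left out Gm26714 had 2.67 to 4.88 (4.88 without SPF mouse 30) and Gm12166 2.04 to 4.80 (4.80 without SPF mouse 32), and 14 of the 16 SPF counts of Gm12166 came from 1 library. In PFC, Gm2245 was at least 18.7-fold higher, Hbb-bs at least 16.6-fold and Gm26916 at least 13.1-fold, against a floor of 3 counts per library, from 394, 356 and 276 counts in GF and 0 in SPF mice, with 46 counts of Hbb-bs and 1 of Gm26916 in CGF mice. Hbb-bs rose in the other 5 types as well, in 5 of 5 in Hip and 5 of 5 in PFC, so free RNA from blood may be its source. For the others no explanation was tested.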

How the results depend on the processing

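The test without the 20 most abundant genes of microglia was chosen after the data were seen. It gave 2106 microglial DEGs in Hip and 3930 in PFC. Where no cause is named below, the cause was not tested.

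The size criteria add limits on fold change and detection and a Bonferroni adjustment, so they lower every count by construction. In Hip they left 230 DEGs between GF and SPF microglia, 274 between GF and CGF and 3 between CGF and SPF. They left 167 in astrocytes, 283 in oligodendrocytes, 75 in OPC, 338 in excitatory neurons and 105 in interneurons of Hip, and 544 in a single type. In PFC they left 878, 876 and 4 in microglia, 771 in astrocytes, 545 in oligodendrocytes, 549 in OPC, 1564 in excitatory neurons and 1081 in interneurons, and 1350 in a single type.

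With the trend on gene length and GC content removed, DEGs between GF and SPF mice in Hip fell to 1283 in microglia, 2266 in astrocytes, 907 in OPC and 2643 in interneurons. DEGs between GF and CGF microglia of Hip fell to 1157. With DESeq2, Hip had 1180 and 1295 microglial DEGs for these contrasts and 1177 in OPC. The other counts of DEGs per cell type for GF against SPF, and of microglia for GF against CGF, stayed within 1.5 times under DESeq2, the trend removal, no filter, thinning, doublet removal and a fit of 2 groups.

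DEGs of 1 type alone moved more. In Hip, DESeq2 gave 83 in microglia, 217 in astrocytes, 283 in oligodendrocytes, 16 in OPC and 180 in interneurons, and the trend removal 184 in interneurons. In PFC, DESeq2 gave 63 in OPC, doublet removal 245 in microglia and no filter 157 in oligodendrocytes. Microglial DEGs of both regions were 817 with DESeq2 and 815 with the trend removed, those of Hip alone 363 and 468, and 466 without GF mouse 6, and those of PFC alone 1559 without likely doublets. The size criteria left 167, 63 and 711.

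Microglial DEGs between CGF and SPF mice are few. No filter, which tests more genes, gave 48 in Hip and 30 in PFC, and in PFC DESeq2 gave 4 and doublet removal 3.

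Of the 2103 microglial DEGs of Hip, 967 (46.0%) were called again after removal of the trend on gene length and GC content, 1174 (55.8%) with DESeq2, 1744 (82.9%) after thinning and 1994 (94.8%) without likely doublets. Of the 3978 of PFC, these numbers were 3012 (75.7%), 2745 (69.0%), 2748 (69.1%) and 2673 (67.2%). Depth therefore limits which genes are called, more so in PFC, where thinning brings GF libraries down to the depth of the others.

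With equal UMIs as well as equal nuclei, counts fell in Hip to 952.2 in astrocytes, 608.2 in OPC, 627.8 in excitatory neurons and 443.4 in interneurons. In PFC they fell to 1018, 1253, 997 and 884.3, and to 1010 in oligodendrocytes. Fewer UMIs are tested by construction.

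The rescued share of microglial DEGs in Hip was 60.2% after removal of the trend on gene length and GC content, 70.2% with no filter, 80.0% with the size criteria and 73.5% after thinning. In PFC it was 79.1% with DESeq2, 79.2% without likely doublets, 80.4% after removal of the trend, 77.2% with no filter, 78.2% with only 2 groups and 86.0% after thinning.

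The 6 gene sets kept their sign and their side of the threshold in both regions under camera and thinning. Removal of the trend on gene length and GC content took cadherins off the threshold in Hip (-0.69) and PFC (-0.68), and NRF2 targets in Hip (0.24). It reversed ribosomal proteins in PFC to a fall past the threshold (-0.56). The other 8 results for a set in a region kept sign and side.

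For shares of nuclei, the exact permutation p is that over the 3 groups, and the differences given are GF minus SPF. Microglia in Hip passed 0.05 at resolution 2 (-1.10 percentage points), without doublets (-1.33), with at least 500 genes (-1.47) and when thinned before clustering (-1.45). As a share of glial nuclei they passed too, but with a difference of -0.438 whose own exact p was 0.7, since there CGF mice were low (10.1%). Microglia in Hip also passed by the numbers of nuclei in edgeR (log2 fold change -0.54), before adjustment over the types. OPC in Hip passed at resolution 2 (-0.898), without doublets (-0.990) and with at least 500 genes (-0.927), and microglia in PFC with at least 500 genes (2.79). As a share of glial nuclei, where neurons no longer count, the astrocyte difference in Hip reversed to 0.232. The other share differences kept their side of the threshold under these alternatives.

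GF neighbours of GF nuclei minus those of SPF nuclei are computed on genes, so leaving out the genes called in any type removes the differing genes by construction. Well-mixed nuclei give a negative difference too (25.0% against 37.5%), so a value below 0 is no reversal. In Hip the difference was then -5.34 in microglia, -3.63 in astrocytes, -1.85 in oligodendrocytes, -6.27 in OPC, -7.27 in excitatory neurons and -11.2 in interneurons. In PFC it left 42.4, 37.5, 37.8, 42.1, 14.5 and 13.4 percentage points. With each nucleus thinned to 1000 UMIs, Hip had 92.6, 86.4, 86.4, 70.6, 42.2 and 36.6 points in this order, and in PFC astrocytes had 90.3, oligodendrocytes 87.1 and excitatory neurons 92.6. With 50 neighbours, Hip had 90.7 in astrocytes, 82.1 in OPC, 60.8 in excitatory neurons and 39.8 in interneurons. PFC had 92.4 in astrocytes, 91.99 in oligodendrocytes, 92.6 in excitatory neurons and 76.5 in interneurons.

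The difference of subcluster shares between GF and SPF microglia of Hip was 18.2 at resolution 0.4, 94.5 on all genes, 26.3 without the genes called in any type and 33.7 after thinning. Between GF and CGF it was 26.1, 94.2, 10.7 and 33.8. In PFC it was 93.8 on all genes, 79.3 without the genes called in any type and 52.5 after thinning for GF against SPF, and 95.4, 76.4 and 54.1 for GF against CGF. For CGF against SPF in PFC it was 15.1 on all genes. Pseudotime without the genes called in any type differed by -0.0139 in Hip (exact permutation p = 0.300) and by 0.143 in PFC (exact permutation p = 0.0357), where the root fell among CGF nuclei, which sets the sign.

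The number of genes whose change differs between the regions was 914 after thinning. It was 1936 with the mouse as a block, 1725 with the block and the trend removed, 1683 with no filter and 1208 with DESeq2. The block was used for this test alone. For GF against CGF it gave 2127 genes in place of 1950, and for CGF against SPF 0 as before.

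Among named genes, a change of sign was counted where the gene was called in either setting. Removal of the trend on gene length and GC content reversed Apoe (-0.0343), Auts2 (0.0901), Camk1d (0.0580) and Rabgap1l (0.26) in Hip and Cdh12 (0.16), Erbb4 (0.56) and Rabgap1l (0.54) in PFC, and took 15 and 8 others off the threshold. No other alternative reversed a named gene. The size criteria took off 38 in Hip and 31 in PFC, DESeq2 3 and 8, doublet removal 1 and 9, thinning 2 and 2, and no filter 0 and 2.

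With each mouse left out in turn, DEGs between GF and SPF mice in Hip ranged from 1546 to 2153 in microglia, 2751 to 3957 in astrocytes, 2855 to 4122 in oligodendrocytes, 1225 to 2075 in OPC (1225 without GF mouse 6, 1236 without SPF mouse 30 and 1315 without GF mouse 7), 7340 to 9048 in excitatory neurons and 3638 to 5531 in interneurons. In PFC they ranged from 3315 to 4284, 4364 to 5323, 2802 to 3505, 2553 to 3228, 9865 to 11334 and 6251 to 7623. GF against CGF gave 1608 to 2363 microglial DEGs in Hip and 3555 to 4267 in PFC. CGF against SPF gave 5 to 17 in Hip (17 without SPF mouse 32, 10 without GF mouse 5) and 5 to 10 in PFC (5 without SPF mouse 31, 6 without CGF mouse 19). DEGs of a single type were 3988 to 4202 in Hip and 4563 to 4733 in PFC, and region differences 1191 to 1792.

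At equal nuclei, with 2 draws per mouse left out, Hip had 1212 to 1701 in microglia, 1155 to 1759 in astrocytes, 1136 to 1758 in oligodendrocytes, 1016 to 1823 in OPC (1016 without GF mouse 6, 1026 without SPF mouse 30), 2136 to 3276 in excitatory neurons and 1519 to 2910 in interneurons (1519 without SPF mouse 30, 1642 without GF mouse 6, 1676 without SPF mouse 31, 1678 without GF mouse 7). PFC had 2418 to 2896, 1486 to 1932, 1177 to 1731, 1997 to 2512, 3252 to 4102 and 2558 to 3298. The rescued share was 63.6% to 79.8% in Hip and 73.3% to 87.1% in PFC.

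Set medians with a mouse left out were, in Hip and PFC, 0.95 to 1.18 and 0.78 to 1.08 for oxidative phosphorylation, -1.33 to -1.08 and -1.92 to -1.75 for receptors, -1.44 to -1.08 and -1.65 to -1.21 for cadherins, and 0.86 to 1.08 and 1.59 to 1.85 for PIG and DAM genes. NRF2 targets had 0.44 to 0.63 and 0.56 to 1.04 (in PFC 0.56 without CGF mouse 19, 0.57 without CGF mouse 18, 0.58 without SPF mouse 31). Ribosomal proteins had 1.08 to 1.32 and 0.16 to 0.49, and passed in PFC without GF mouse 6 (0.49, adjusted p = 0.00181).

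Share differences with a mouse left out were, in Hip and PFC, -1.59 to -0.744 and 0.397 to 1.26 for microglia, -3.25 to -2.13 and 0.488 to 1.55 for astrocytes, -3.36 to -2.10 and 0.249 to 0.872 for oligodendrocytes, -1.19 to -0.518 and -0.520 to 0.0838 for OPC, -1.41 to 7.23 and -9.16 to -5.40 for excitatory neurons, and -0.599 to 0.922 and 1.51 to 2.65 for interneurons. In Hip microglia passed without SPF mouse 32 (-1.59), and OPC without SPF mouse 30 (-0.518) or 32 (-1.19).

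Neighbour differences had ranges of 92.01 to 95.7 in microglia, 88.3 to 94.2 in astrocytes, 84.9 to 90.5 in oligodendrocytes, 80.9 to 89.4 in OPC, 55.2 to 81.6 in excitatory neurons and 32.8 to 66.9 in interneurons of Hip (32.8 without GF mouse 7). In PFC they were 92.9 to 94.5, 91.9 to 98.3, 93.1 to 97.4, 94.8 to 96.4, 91.9 to 97.4 and 72.9 to 89.8. Subcluster differences in Hip were 24.6 to 58.7 for GF against SPF and 27.7 to 55.8 for GF against CGF, both lowest without GF mouse 6, and 5.43 to 18.4 for CGF against SPF. In PFC they were 65.5 to 74.9, 63.0 to 74.3 and 3.01 to 9.15. Pseudotime differed by -0.940 to -0.882 in Hip and -0.579 to -0.318 in PFC.

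Leaving out single mice took 8 of 68 named DEGs off the threshold in Hip, with the smallest change for Adora1 of astrocytes (-0.44), Apoe (0.47), Gsta4 (1.05) and Itm2b (0.47) without GF mouse 6, Cdh9 (-0.79) and Il6ra (0.42) without GF mouse 7, Entpd1 (0.40) without SPF mouse 32 and Slc1a3 (-0.29) without SPF mouse 31. Gusb (0.69, without GF mouse 7) and Ttr (2.76, without SPF mouse 32) came to pass. In PFC 12 of 75 were lost: Cdh8 (-0.73), Cdh9 (-0.94), Ctsz (0.45), Eif4h (0.61), Erbb4 (-0.58), Gabra2 (-0.45), Map2k1 (0.57), Trem2 (0.54) and Uty (0.34) without SPF mouse 32, Eif5a (0.56) without GF mouse 5, Nfatc3 (0.62) without SPF mouse 31 and Rabgap1l (-0.53) without SPF mouse 30. Malat1 (0.49, without CGF mouse 18), Slc1a3 (0.55, without GF mouse 5) and Tgfb1 (0.81, without SPF mouse 30) came to pass.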

Differences from the paper's values

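The paper tested nuclei with Seurat, and here the sums per mouse were tested, so the counts rest on different units. For each count the alternatives set before the data were examined were DESeq2, no filter, the size criteria, thinning, doublet removal, removal of the trend on gene length and GC content, a fit of only 2 groups and each mouse left out in turn. Within 1.5 times the paper's count lie those named as such below, and all others lie outside, among them every fit without 1 mouse.

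Genes called between GF and SPF mice in any of the 6 types were 10661 in Hip, against the paper's 4999, and 13043 in PFC, against the paper's 6122, with no alternative within 1.5 times. Genes called in a single type were 4218 in Hip, against the paper's 846, with no alternative within, and 4581 in PFC, against the paper's 1333, with the size criteria within (1350).

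In Hip, microglial DEGs between GF and SPF mice were 2103, against the paper's 933 in the text and 993 in its Table S6, with DESeq2 (1180) and removal of the trend on gene length and GC content (1283) within. Between GF and CGF they were 2191, against the paper's 886, with the same alternatives within (1295 and 1157). Between CGF and SPF they were 6, against the paper's 36, with no filter within (48). DEGs between GF and SPF mice were 3878 in astrocytes (paper's 988), 4036 in oligodendrocytes (paper's 1162), 8760 in excitatory neurons (paper's 687) and 5110 in interneurons (paper's 579), each with no alternative within. In OPC they were 2101 (paper's 650), with removal of the trend within (907).

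In PFC, microglial DEGs between GF and SPF mice were 3978, against the paper's 1064 in text and Table S6, with the size criteria within (878). Between GF and CGF they were 3994, against the paper's 1135, again with the size criteria within (876). The size criteria were also within for astrocytes (5018, paper's 941, with them 771), excitatory neurons (10770, paper's 1300, with them 1564) and interneurons (7123, paper's 1150, with them 1081). No alternative was within for oligodendrocytes (3305, paper's 831) and OPC (3036, paper's 836).

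Microglial DEGs in both regions were 1377, against the paper's 370, with no alternative within. Those of PFC alone were 2601, against the paper's 694, with the size criteria within (711).

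The paper ranks glia above neurons by DEGs in both regions, and names glial types as the main contributors in Hip. Here excitatory neurons and interneurons led in both regions, with 8760 and 5110 in Hip against at most 4036 in a glial type. Under the size criteria interneurons of Hip had 105, behind excitatory neurons (338), oligodendrocytes (283), microglia (230) and astrocytes (167), while both neuronal types still led in PFC. For PFC the paper names both neuronal types and microglia as the main contributors, and here astrocytes (5018) came before microglia (3978). Under the size criteria microglia of PFC (878) came before astrocytes and behind the neuronal types alone, which is the paper's choice of types. At equal nuclei the paper ranks microglia highest. Here excitatory neurons and interneurons came before microglia in both regions. In Hip microglia (1654) differed from OPC (1713 ± 64.9), oligodendrocytes (1656 ± 70.0) and astrocytes (1574 ± 154) by less than the SD of the 10 draws, so the order among glia is not resolved. In PFC microglia had 2594, the most of the glia. With equal UMIs as well, they came highest in both (1472 and 2104).

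The paper reports a lower share of microglia in Hip of GF mice. Here the exact permutation p over the groups was 0.0643 (n = 3 mice), and it passed 0.05 at resolution 2, after doublet removal, with at least 500 genes, when thinned before clustering, and without SPF mouse 32. As a share of glial nuclei it passed as well, but with 13.8% in GF, 14.2% in SPF and 10.1% in CGF mice, and an exact permutation p of 0.7 for GF against SPF (n = 3), so there CGF mice set the result. It names falls of oligodendrocytes and OPC there too, where the exact permutation p was 0.0821 and 0.0679 (n = 3). OPC passed at resolution 2, after doublet removal, with at least 500 genes, and without SPF mouse 30 or 32. The rise of excitatory neurons in Hip that the paper gives had an exact permutation p of 0.832 (n = 3), and no alternative passed.

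Synaptic pathways go in opposite directions in the regions in the paper. Here the receptor subunits fell in both, with medians of -1.21 in Hip and -1.87 in PFC.

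The paper gives its 6 immune genes as changed in microglia alone among the types of Hip. Here 4 of the 6 were, while C1qa (0.73) and Il6ra (-0.88) were also DEGs in excitatory neurons. Its examples for PFC were called in other types there: Rhot1 in 4, Nfatc3 in 2 and Map2k1 in 1.

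The communication from Entpd1 to Adora1 is reduced in GF mice in the paper and comes back with colonization. Here Entpd1 was higher in GF microglia of Hip (0.53) with a GF to CGF difference of 0.25 (adjusted p = 0.269). Adora1 was lower in GF astrocytes (-0.69), with -0.36 against CGF mice (adjusted p = 0.265).

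Single genes that the paper names and that did not pass here over all microglia are Tgfb1 in Hip (0.43, past the threshold after doublet removal, and between GF and CGF mice) and in PFC (0.47, past it without SPF mouse 30), and Vegfa in PFC, which was below the filter. The paper bases these on subpopulations. Ctsb (0.19) and Gusb (0.44, past the threshold without GF mouse 7, and between GF and CGF mice) did not pass in Hip. Slc1a3 did not pass in PFC (0.47), though it did with no filter, only 2 groups, thinning, and without GF mouse 5 or CGF mouse 19.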

Other observations

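Apart from the tests of a shared change, of the immune genes and of the few abundant genes, the tests in this part were chosen only after the result was seen: those of depth, library construction, gene length and GC content, doublets, UMIs per nucleus, dilution and the other ways to divide the mice. The alternative without the 20 most abundant genes was chosen after seeing the data, before its result.

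GF nuclei lie apart from SPF and CGF nuclei in all 6 types. Depth as the whole cause is argued against: with each nucleus thinned to 1000 UMIs, GF nuclei still had at least 54.0% GF neighbours, where mixed nuclei have 25.0%. A difference in library construction or sequencing between GF and other libraries stays open and may contribute. In the paper's Table S1, 5 of 7 measures separate the GF libraries in each region, with a gap of 1.9 percentage points in the share of UMI bases of quality 30 in Hip and of 20.3 points in the antisense share in PFC. The groups are confounded with it, and a biological effect of the microbiota stays open too.

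Among genes with the largest microglial changes, 80.4% in Hip and 60.6% in PFC had the same sign in all 6 types, against at most 54.0% and 41.8% with other ways to divide the mice. A change shared by all nuclei of a library may therefore underlie much of the microglial change. For the 6 immune genes, whose median log2 fold change in Hip was 1.34 against 0.17 for abundant microglial genes, it cannot be told apart from a change of microglia. In Hip 4 of the 6 were DEGs in no other type, C1qa rose in excitatory neurons (0.73) and Il6ra fell there (-0.88), but the paper had chosen the 6 on the same nuclei as changed in microglia alone.

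Single technical trends as the whole cause of the microglial DEGs are argued against. With the trend on gene length and GC content removed, 1283 genes passed in Hip and 3677 in PFC. With libraries thinned to one depth, 1837 and 2839 passed, without likely doublets 2770 in PFC, and without the 20 most abundant genes 3930 in PFC.

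Microglia had fewer DEGs than excitatory neurons at equal numbers of nuclei. Fewer UMIs per microglial nucleus may explain this, since at equal UMIs microglia of Hip had 1472 DEGs and excitatory neurons 627.8.

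With 10 ways to divide 3 against 3 mice, the divisions alone cannot exclude chance for a count of DEGs or gene sets. The real division was the 1 of 10 with a result as large for GF against SPF, GF against CGF, genes called in 1 type, equal nuclei and gene sets in both regions and for CGF against SPF in PFC. For CGF against SPF in Hip 2 of 10 divisions gave a result as large in some type, the other with 11 DEGs in OPC against 7. For GF against the SPF and CGF mice together, 1 of 84 divisions, the real one, gave as many microglial DEGs (2536 in Hip and 4522 in PFC), so chance is excluded, though not a technical difference between the groups.

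The largest falls in GF microglia were those of Cd300lf (-4.06), Rspo2 and Rab37 in Hip, where Cd300lf lies within Rab37 on the other strand, and of Gm48099, Gm47823 (at least 7.77-fold lower) and Igfn1 (at least 5.72-fold lower) in PFC, against a floor of 3 counts per library. Rspo2, Rab37 and Gm48099 had only 2, 3 and 4 counts in GF mice against 55, 58 and 256 in SPF mice, so their size is uncertain. By summed counts over library sizes they were 19.1, 13.4 and 135 times higher in SPF mice, with exact 95% intervals of 5.03 to 161, 4.37 to 66.9 and 51.9 to 498 that cover counting error only.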
